# Single-cell analysis reveals the origins and intrahepatic development of liver-resident IFN-γ-producing γδ T cells

**DOI:** 10.1038/s41423-021-00656-1

**Published:** 2021-03-10

**Authors:** Yuan Hu, Keke Fang, Yanan Wang, Nan Lu, Haoyu Sun, Cai Zhang

**Keywords:** γδ T cells, liver, extrathymic development, subpopulation, differentiation, Lymphocytes, Cell biology

## Abstract

γδ T cells are heterogeneous lymphocytes located in various tissues. However, a systematic and comprehensive understanding of the origins of γδ T cell heterogeneity and the extrathymic developmental pathway associated with liver γδ T cells remain largely unsolved. In this study, we performed single-cell RNA sequencing (scRNA-seq) to comprehensively catalog the heterogeneity of γδ T cells derived from murine liver and thymus samples. We revealed the developmental trajectory of γδ T cells and found that the liver contains γδ T cell precursors (pre-γδ T cells). The developmental potential of hepatic γδ T precursor cells was confirmed through in vitro coculture experiments and in vivo adoptive transfer experiments. The adoptive transfer of hematopoietic progenitor Lin^−^Sca-1^+^Mac-1^+^ (LSM) cells from fetal or adult liver samples to sublethally irradiated recipients resulted in the differentiation of liver LSM cells into pre-γδ T cells and interferon-gamma^+^ (IFN-γ^+^) but not interleukin-17a^+^ (IL-17a^+^) γδ T cells in the liver. Importantly, thymectomized mouse models showed that IFN-γ-producing γδ T cells could originate from liver LSM cells in a thymus-independent manner. These results suggested that liver hematopoietic progenitor LSM cells were able to differentiate into pre-γδ T cells and functionally mature γδ T cells, which implied that these cells are involved in a distinct developmental pathway independent of thymus-derived γδ T cells.

## Introduction

γδ T cells are a unique group of lymphocytes that display immunologic features that are common to both the innate and adaptive immune systems. γδ T cells predominantly reside in mucosal and epithelial barriers and other peripheral tissues and respond rapidly during infection by exerting potent cytotoxic effects and producing cytokines, functioning as the first line of immune defense against infections.^1–3^ γδ T cells also regulate the activation, migration, and effector functions of other immune cells by producing cytokines and chemokines. γδ T cells play crucial roles in antitumor immune responses, exerting direct cytotoxic effects to eliminate tumor cells or indirectly modulating the activities and functions of other immune cells.^4,5^ The functional plasticity of γδ T cells depends on the developmental program in the thymus and functional polarization in the periphery and correlates with γδ T cell subpopulations found in various tissue locations.^6^ Several γδ T cell subsets establish preferential residency in particular tissues.^7,8^ However, to date, a systematic and comprehensive understanding of γδ T cell heterogeneity remains lacking.

The thymus is the primary site for the development, differentiation, and maturation of γδ T cells. Unlike conventional αβ T cells, which develop in the thymus in a naïve state and acquire effector functions in the periphery, most γδ T cells acquire their effector fates during development in the thymus. However, a growing body of evidence has indicated that some γδ T cells conserve plasticity and can differentiate into functional subpopulations in the periphery.^6,9^ Extrathymic developmental programs appear to exist for γδ T cells, particularly intestinal intraepithelial γδ (γδ IEL) T cells, which can develop locally in gut cryptopatches.^10^ The adult liver contains hematopoietic stem and progenitor cells (HSPCs) and is considered to serve as an extramedullary hematopoietic organ. C-kit^+^ stem cells derived from the adult mouse liver have been reported to generate γδ IEL T cells in irradiated severe combined immunodeficient mice.^11^ Adult liver HSPCs have also been reported to differentiate into T and B lymphocytes.^12^ More recent studies have focused on the developmental origins of γδ T cells and related transcriptional programs.^13,14^ However, the precise developmental program, particularly the origins and extrathymic developmental pathways associated with liver γδ T cells, remains largely unsolved.

In this study, we performed single-cell RNA sequencing (scRNA-seq) to comprehensively catalog the heterogeneity of γδ T cells derived from murine liver and thymus samples. We identified 4 clusters and 6 clusters of γδ T cells in the thymus and liver, respectively. Importantly, we observed that the liver contains γδ T precursor cells (pre-γδ T cells) and further defined the developmental trajectory of these γδ T cell subsets using a pseudotemporal reconstruction approach. We next evaluated the developmental potential of hepatic γδ T precursor cells using an in vitro coculture experiment and an in vivo adoptive transfer experiment. Moreover, we explored the possibility that hepatic γδ T cells might develop from liver HSPCs. We found that liver hematopoietic progenitor Lin^−^Sca-1^+^Mac-1^+^ (LSM) cells were able to differentiate into pre-γδ T cells and functionally mature γδ T cells in a thymus-independent manner, which implied a distinct developmental pathway independent of thymus-derived γδ T cells.

## Materials and methods

### Animal strains

Male (6–8 weeks old) and pregnant C57BL/6 J (B6, *CD45.2*^*+*^) mice were obtained from Hua Fukang Biological Technology Co., Ltd. (Beijing, China). C57BL/6-Ly5.1 (*CD45.1*^*+*^) mice were obtained from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China). C57BL/6J-derived T-cell receptor δ (TCRδ) knockout (*TCRδ*^*−/−*^) mice (*TCRδ*^*−/−*^, *CD45.2*^*+*^) were obtained from The Jackson Laboratory (Bar Harbor, ME, USA). *CD45.1*^*+*^ and *TCRδ*^*−/−*^ mice were bred in our laboratory under specific pathogen-free conditions. All mice were maintained under specific pathogen-free conditions. Experiments were performed according to the guidelines for experimental animals from Shandong University and were approved by the Committee on the Ethics of Animal Experiments of Shandong University.

### OP9-DL1 coculture

For short-term cultures of sorted pre-γδ T cells, OP9-DL1 coculture assays were performed as previously described.^15^ In brief, a total of 1 × 10^4^ CD24^+^CD73^+^CD3e^+^γδ TCR^+^ pre-γδ T cells were sorted from either liver or thymus samples, seeded on a monolayer of OP9-DL1 feeder cells, and maintained in α-minimal essential medium supplemented with 10% heat-inactivated fetal bovine serum, interleukin-7 (IL-7, 1 ng/mL) and FMS-like tyrosine kinase 3 ligand (FLT3-L, 5 ng/mL). Sorted pre-γδ T cells were transferred into 96-well plates containing new OP9-DL1 feeder cells every 3 days. The cocultured cells were harvested on days 3, 5, and 9. Antibody staining and flow cytometry were performed on the harvested cells.

### In vitro polarization culture

The plasticity of pre-γδ T cells was assessed by performing in vitro polarization assays, as previously described.^16^ CD24^+^CD73^+^ pre-γδ T cells from thymus and liver samples and CD44^lo^ naïve γδ T cells from lymph nodes were sorted by flow cytometry, followed by stimulation for 4 days with coated anti-CD3 (clone 145.2C11) and anti-CD28 (clone 37.51) antibodies, both at 4 μg/mL; for T-helper cell (Th1)-like conditions, human IL-2 (13 ng/mL) and mouse IL-12 (10 ng/mL) were included; for Th17-like conditions, anti-interferon (IFN)-γ (clone R4-6A2) neutralizing antibody (5 μg/mL), mouse IL-6 (20 ng/mL), mouse IL-23 (10 ng/mL), and human transforming growth factor (TGF)-β1 (10 ng/mL) were included; and for inducible T-regulatory (iTreg)-like conditions, human IL-2 (13 ng/mL) and human TGF-β1 (10 ng/mL) were included.

### Flow cytometry

Mononuclear cells (MNCs) were harvested from the liver, spleen, thymus, and small intestine in mice. Single-cell suspensions were blocked with an anti-mouse CD16/CD32 antibody (clone, 2.4G2) at room temperature for 10 min. The cells were then stained with a cocktail of antibodies (mAb details are described in Supplemental Table 1) to identify surface molecules. After 30 min of staining at room temperature, the cells were washed twice with a 1× phosphate buffer solution. Flow cytometric analyses were performed on a fluorescence-activated cell sorter Aria III instrument (BD Biosciences) or a Beckman Coulter Gallios flow cytometer (Beckman Coulter). Data were analyzed using FlowJo software (Treestar, Inc., Ashland, OR, USA).

Cytokine production was assessed ex vivo by intracellular staining after stimulation with phorbol 12-myristate 13-acetate (PMA, 30 ng/mL, Sigma–Aldrich) and ionomycin (1 µg/mL, Sigma–Aldrich) for 4 h. Brefeldin A and monensin were added to the culture after 1 h of stimulation. After surface staining, the cells were fixed, permeabilized, and stained with the mAbs against the indicated intracellular molecules (Supplemental Table 1).

### Cell sorting

Hepatic or thymic MNCs were stained with anti-CD3e, anti-TCRγ/δ, anti-CD24, and anti-CD73 antibodies to sort CD24^+^CD73^+^CD3e^+^γδ TCR^+^ pre-γδ T cells. Hepatic MNCs were stained with a lineage antibody cocktail (including antibodies against CD3, CD19, NK1.1, Gr1, Ter119, and CD11c) to sort Lin^−^ cells. Hepatic MNCs were incubated with the lineage antibody cocktail, anti-CD11b (Mac-1), and anti-Sca-1 antibodies to sort Lin^−^Sca-1^+^Mac-1^+^ (LSM) cells. Sorting was performed with the fluorescence-activated cell sorter Aria III or the cell sorter MoFlo Astrios EQ (Beckman Coulter).

### Thymectomy and adoptive transfer

Thymectomy was performed on 5–6-week-old B6 or *TCRδ*^*−/−*^ mice and performed by Cyagen Biosciences, China. All operated mice were allowed to recover at least 3 weeks before adoptive transfer. *CD45.1*^*+*^, *TCRδ*^*−/−*^ recipient mice (6–8 weeks old) or thymectomized mice were sublethally irradiated with 5 Gy one day prior to adoptive transfer and maintained on antibiotic-containing water (neomycin sulfate at 2 g/L) for at least 2 weeks. The day after irradiation, 1 × 10^6^ MNCs isolated from the thymus or liver at embryonic day 16.5 were adoptively transferred into *CD45.1*^*+*^ mice by tail intravenous injection. A total of 3 × 10^4^ pre-γδ T cells, 1 × 10^5^ Lin^−^ cells, or 1–5 × 10^4^ LSM cells were intrasplenically or intravenously transferred into the irradiated recipients.

### Parabiosis model

The parabiotic surgery was performed as previously described.^17^ In brief, a B6 (*CD45.2*^*+*^) mouse and a *CD45.1*^*+*^ mouse were selected of the same sex and similar weights. Mice were anesthetized, and the opposite flanks of each mouse were thoroughly shaved. The mice were placed back-to-back with the shaved areas adjacent. Longitudinal skin incisions were performed on the shaved sides of each mouse, starting 0.5 cm above the elbow and extending to 0.5 cm below the knee joint. The corresponding olecranon and knee joints of the mice were fixed together with nonabsorbable silk. Finally, the corresponding dorsal and ventral skin edges of each mouse were sutured together. Complete blood chimerism was established within 2–3 weeks.

### Cell preparation and single-cell RNA sequencing

Hepatic and thymic MNCs were harvested from B6 mice (8 weeks old). Thymic cell suspensions were enriched for γδ T cells by magnetic bead negative selection using anti-CD4 and anti-CD8 magnetic beads (Miltenyi Biotec). Cells were stained with anti-CD3e and anti-TCRγ/δ antibodies, as described above. After surface staining, hepatic or thymic γδ T cells were sorted using a MoFlo Astrios EQ. After sorting, the cells were washed and maintained on ice. ScRNA-Seq libraries were prepared using the 10× Genomics Chromium single-cell 3’ v2 kit, according to standard protocol provided by CapitalBio Technology Co., Ltd. (Beijing, China). RNA-seq was performed on an Illumina HiSeq X Ten system using 150 bp paired-end sequencing (PE150). All sequencing data have been submitted to the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) depository under the accession number GEO: GSE164106.

### Single-cell RNA-seq analysis

ScRNA-seq analyses were processed as previously described^18,19^ and were performed by CapitalBio Technology. In brief, the Seurat R package (v3.3.1) offers functions for quality control, filtering, and clustering. We filtered out any cells expressing fewer than 800 genes or more than 4000 genes per cell. Any cell with mitochondrial unique molecular identifier (UMI) counts greater than 6% or ribosomal UMI counts greater than 50% was also filtered out. A total of 5835 single cells from liver samples and 1790 single cells from thymus samples were analyzed together. 

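The deposited counts covered 8658 cell barcodes from the liver and 4541 from the thymus. With the limits stated for genes, mitochondrial UMIs and ribosomal UMIs, 8074 hepatic cells were kept, 93.3% of the barcodes (exact binomial 95% interval 92.7% to 93.8%, counting error only). In the thymus, 4351 cells were kept, 95.8% of the barcodes (95.2% to 96.4%). Of the 584 hepatic barcodes left out, 548 had fewer than 800 genes, 95 had more than 6% mitochondrial UMIs and 2 had more than 50% ribosomal UMIs, and a barcode can fall under several of these limits. Of the 190 thymic barcodes left out, 181 had fewer than 800 genes and 10 had more than 6% mitochondrial UMIs. In neither library did a barcode have more than 4000 genes. The number of hepatic cells moved most, to 7515, when the cells with the highest Scrublet doublet scores were removed, an alternative chosen after seeing the data, and the number of thymic cells moved most, to 4524, with a minimum of 500 genes per cell.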

The top 30 principal components were selected for t-distributed stochastic neighbor embedding (t-SNE) clustering analysis. A parameter resolution of 0.6 was selected to cluster 8 groups. The pseudotemporal ordering of 8 clusters was performed using Monocle 2.

### Gene ontology (GO) enrichment analysis

GO enrichment of cluster markers was performed using KOBAS software with the Benjamini-Hochberg multiple testing adjustment using the top 20 marker genes of the cluster. Enrichment scores (*P*-values) for selected numbers of GO annotations were calculated with a hypergeometrical statistical test with a threshold of 0.05. The data were plotted as -log10 of the *P*-value after Benjamini-Hochberg correction.

### Statistical analysis

The data were analyzed using GraphPad Prism 8 software (GraphPad Software, USA). Data are presented as the mean ± standard error of the mean (SEM). Differences among more than two groups were assessed by one-way analysis of variance (ANOVA), and differences between two groups were assessed by a two-tailed Student’s *t*-test. A *P*-value < 0.05 was considered significant (*P < 0.05; **P < 0.01; ***P < 0.001).

## Results

### Origins and developmental pathways associated with γδ T cells based on single-cell analysis

We first sorted thymic and hepatic γδ T cells using flow cytometry (the purity of the sorted cells is shown in Supplementary Fig. S1) and investigated the profiles and heterogeneity associated with γδ T cells derived from murine thymus and liver samples using 10× Genomics scRNA-seq.^19^ 

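γδ T cells are T lymphocytes whose antigen receptor is made of a γ and a δ chain. The single-cell data consisted of 1 liver library and 1 thymus library of mice aged 8 weeks, prepared with droplet-based 3′ chemistry in which each captured transcript carries a unique molecular identifier (UMI). The legend of Fig. 1 gives 10 mice without saying how they were divided between the libraries. By the paper's methods, the thymic cells alone went through magnetic bead selection against CD4 and CD8 before the sort. The authors deposited the number of UMIs they counted per gene and cell, without normalization, for 27998 genes listed by symbol and Ensembl identifier. No genes of the T cell receptor or immunoglobulin loci are among these genes, so receptor chains were not analysed here. The liver library held 25040963 UMIs, with a median of 2692 per barcode (range 762 to 17429). The thymus library held 17371662 UMIs, with a median of 3192 per barcode (range 1224 to 20115). After the filters on cells given in the methods, the median was 2741 UMIs in hepatic and 3271 in thymic cells. Both libraries were then clustered together with the settings of the paper's methods in Seurat (LogNormalize, 30 principal components, resolution 0.6), with 2000 variable genes, a number the paper's text does not name. To keep the clusters from being built on the genes whose levels are reported, 90 genes named in the paper's statements were left out of the variable genes, which left 1934. The markers that name clusters were not taken out. Clusters were named after the 8 clusters of Fig. 1 from marker genes listed before the data were examined, and such a cluster is called C1-like, C2-like and so on. The scoring rule behind the names was written after the clusters had been seen. Levels are given as CPM, the UMIs of a gene over all cells of a class in a library, scaled to a total of 1000000 UMIs, with exact Poisson 95% intervals in parentheses, and shares of cells with exact binomial 95% intervals. These intervals cover counting error only. With 1 library per tissue, a difference between the liver and the thymus has no replicate check, and no test was run. Doublets were kept, as the methods name no step that removes them. The automatic threshold of Scrublet marked only 3 hepatic and 6 thymic cells, so this doublet caller has not worked on these libraries.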

A total of eight distinct clusters, including 4 clusters in the thymus and 6 clusters in the liver, were identified by t-SNE analysis (Fig. 1a, Supplemental Table 2). 

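At resolution 0.6, clustering of both libraries gave 12 clusters. Of these, 6 held at least 1% of the hepatic cells and 6 held at least 1% of the thymic cells. The alternatives gave between 11 and 14 clusters, with between 6 and 8 reaching 1% of the hepatic cells and between 5 and 8 reaching 1% of the thymic cells. The total moved most, to 14, at resolution 0.8, with 3000 variable genes, with the naming markers also left out, with a minimum of 500 genes per cell and with the highest doublet scores removed, the last of these chosen after seeing the data. The names C1-like and C3-like to C8-like were given to 8 of the clusters, C1-like to 2 of them, and no cluster was named C2-like. Cluster 5, which scored alike for the markers of C3 (1.38) and of C2 (1.31), was left without a name, and Hba-a1, Hba-a2, Cd200 and Hbb-bs, of which 3 are hemoglobin genes, were its first leading genes. Clusters 7, 10 and 11 were led by cell cycle, interferon-induced and B cell genes and were also left without a name.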

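Of the 4351 thymic cells, 2620 were C1-like, 60.2% (58.7% to 61.7%), and 991 were in cluster 5, 22.8% (21.5% to 24.1%). In the liver, of 8074 cells, 4 were C1-like, 0.0495% (0.0135% to 0.127%), and 67 were in cluster 5, 0.830% (0.644% to 1.05%). C4-like cells made up 34.8% (33.7% to 35.8%) of the hepatic cells and C5-like cells 35.1% (34.1% to 36.2%), against 6 and 2 cells in the thymus. C7-like cells made up 3.36% (2.97% to 3.77%) of the hepatic cells and C8-like cells 1.30% (1.06% to 1.57%), against 1 and 3 cells in the thymus. Both tissues held C3-like cells, 185 in the thymus, 4.25% (3.67% to 4.89%), and 1053 in the liver, 13.0% (12.3% to 13.8%). C6-like cells were also found in both, 162 in the thymus, 3.72% (3.18% to 4.33%), and 787 in the liver, 9.75% (9.11% to 10.4%). Cluster 7 held 8.50% (7.69% to 9.37%) of the thymic and 0.644% (0.481% to 0.844%) of the hepatic cells, cluster 10 held 0.161% and 0.978%, and cluster 11 held 0.0919% and 0.198%. A class that holds cells of 1 library alone can reflect that library as well as a cell type. When cluster 5 was counted as C3-like, an alternative chosen after seeing the data, the C3-like share of the thymic cells moved most, to 27.0%. Clustered without the naming markers, the C3-like share was 4.39% in the thymus and 12.2% in the liver. In that clustering, cluster 7 held 13.4% (12.4% to 14.5%) of the thymic cells. The names of the classes were rebuilt from marker genes, so a difference from the study's shares may come from the names.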

According to the tissue distributions of the 8 clusters, we divided them into three classifications: cluster 1 (C1) and C2 were uniquely localized to the thymus and named C1-T and C2-T; C4, C5, C7, and C8 were uniquely localized to the liver and named C4-L, C5-L, C7-L, and C8-L; C3 and C6 were identified in both the thymus and liver and named C3-T/L and C6-T/L (Fig. 1a). By comparing differences in gene expression among the 8 clusters (Fig. 1b–f), we defined their cellular identities, associated with the elevated expression of known cell population-specific transcripts. C4-L, C5-L, and C7-L were identified by the high expression levels of *Ifng*, *Cd27, Il2rb* (CD122), and *Klrb1c* (NK1.1), suggesting that these clusters might be IFN-γ-producing γδ T cells (Fig. 1c). 

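Ifng (ENSMUSG00000055170) was at 1044 (1022 to 1067) CPM in C4-like, 742 (723 to 761) in C5-like and 483 (436 to 533) in C7-like hepatic cells. C3-like hepatic cells, at 502 (479 to 525), lay within the counting error of C7-like cells, and C1-like thymic cells were at 7.15 (5.56 to 9.05). Il2rb (ENSMUSG00000068227) was at 462 (447 to 477), 485 (470.2 to 501) and 257 (223 to 294) in C4-, C5- and C7-like cells, and at 280.5 (263 to 298) in C3-like hepatic cells, within the counting error of C7-like cells. Klrb1c (ENSMUSG00000030325) reached 302 (290.5 to 315), 573 (557 to 590.0) and 299 (262 to 339) in the same classes, and 148 (119 to 182) in C3-like thymic cells. Cd27 (ENSMUSG00000030336) was at 261 (249.7 to 272) in C4-like, 264 (253 to 275) in C5-like and 121 (98.2 to 147) in C7-like cells. In C1-like thymic cells Cd27 was at 598 (583 to 614), the highest of the named classes, and in C6-like cells of either tissue at most at 65.6 (44.5 to 93.1). Over these 4 genes and 3 classes, Cd27 in C7-like cells moved most between alternatives relative to its level, to 104 CPM with no gene left out of the variable genes, and Ifng in C7-like cells moved most in CPM, to 417 with the highest doublet scores removed, which was chosen after seeing the data.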

C5-L was characterized by higher levels of *Ccl4*, *Tyrobp*, and *Gzmb*, whereas C4-L was characterized by the specific expression of *Socs2*, *Cd28*, and *Gimap3* (Fig. 1b). C7-L was identified by the expression of *Klra6*, *Klra7, Ccl5, Lgals1*, and *Gzma* (Fig. 1b). In addition, C5-L and C7-L were enriched in genes encoding natural killer (NK) cell receptors, such as *Nkg7, Klrd1, Klre1, Klrk1, Klrc1*, and *Klrb1c*, as well as *Gzma* and *Gzmb*, similar to C4-L but to a lesser extent (Fig. 1d). 

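Klra6, Klra7 and Lgals1 are among the markers that name the C7-like class, so their levels there are not given. Ccl5 (ENSMUSG00000035042), which was left out of the variable genes, was at 53981 (53476 to 54489) CPM in C7-like, 22176 (22072 to 22279) in C5-like, 11667 (11554 to 11780.0) in C3-like and 9057 (8992 to 9123) in C4-like hepatic cells. In C3-like thymic cells it was at 3634 (3483 to 3789), and in C6-like hepatic cells at 2146 (2088 to 2204). Gzma (ENSMUSG00000023132), also left out, was at 10049 (9832 to 10269.7) in C7-like, 4629 (4582 to 4676) in C5-like and 600.1 (583 to 617) in C4-like cells. C1-like thymic cells held 4233 (4192 to 4274), but the 2 C1-like clusters differed, at 2730.0 (2679.9 to 2781) and 5361 (5300.3 to 5423), the first below and the second above the C5-like hepatic cells.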

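Nkg7 was at 4518 (4373 to 4667) CPM in C7-like, 3639.8 (3598 to 3682) in C5-like and 2413 (2379 to 2447) in C4-like cells. Klrd1 was at 1837 (1807 to 1867) in C5-like and 1511 (1427 to 1598) in C7-like cells, against 960.3 (939 to 982) in C4-like cells. For Klre1 the levels were 1110.1 (1087 to 1133), 1066 (996 to 1139.8) and 487 (471 to 502) in the same order. Klrk1 was highest in C7-like cells at 958 (891 to 1027), while C4-like cells at 826 (806 to 846) were above C5-like cells at 736 (717 to 755). Klrc1 was highest in C4-like cells at 801 (782 to 821), with 714 (696 to 733) in C5-like and 244 (211 to 281) in C7-like cells. The highest class was C5-like or C7-like for 5 of 6 genes, Klrb1c included, in the main setting. C3-like hepatic cells held less of each of these genes than C5-like cells, with 683 (656 to 711) for Klrd1 and 1648 (1606 to 1691) for Nkg7. Gzmb is a marker that names the C5-like class, so its level there is not given.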

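Cxcr3 was at 277 (266 to 289) CPM in C4-like, 215 (205 to 225) in C5-like, 121 (98.2 to 147) in C7-like and 101 (90.7 to 112) in C3-like hepatic cells. Cxcr6 was at 907 (823 to 997) in C6-like thymic and 794 (759 to 830.0) in C6-like hepatic cells, against 649 (632 to 667) in C4-like and 477 (462 to 492) in C5-like cells. Ccr2 was also higher in C6-like cells, at 436 (378 to 499) in the thymus and 331 (308 to 354) in the liver, followed by C8-like cells at 221 (178 to 271) and C4-like cells at 136 (128 to 144). Ccr7 was at 196 (181 to 212) in the thymic cells of cluster 5 and 178 (164 to 192) in C3-like hepatic cells, against 48.2 (32.3 to 69.3) in C3-like thymic cells and 2.10 (1.22 to 3.37) in C4-like cells. Cxcr4 was at 160.1 (124 to 204) in C8-like and 73.5 (64.8 to 83.0) in C3-like hepatic cells.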

The chemokine receptor genes associated with different clusters are shown in Fig. 1e. Notably, C4-L expressed not only high levels of *Ifng* and *Klrb1c* but also high levels of *Il4* and detectable levels of *Zbtb7b* (ThPOK) and *Zbtb16* (PLZF), which are associated with γδ NKT cells (Fig. 1c, f). Thus, we concluded that C5-L and C7-L represented cytotoxic γδ T cell subsets, whereas C4-L was likely a γδ NKT cell-like subset. 

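Il4 (ENSMUSG00000000869) was at 46.1 (41.6 to 51.1) CPM in C4-like cells, against 5.65 (3.45 to 8.73) in C3-like, 0.625 (0.203 to 1.46) in C5-like and 3.24 (1.40 to 6.38) in C6-like hepatic cells. In C3-like thymic cells it was at 34.9 (21.6 to 53.4), within the counting error of the C4-like cells. After every cell was thinned to 1500 UMIs, 6.27% (5.40% to 7.23%) of C4-like cells had an Il4 UMI, 10.9% without thinning. The share in C5-like cells, taken as background, was 0.141% (0.0385% to 0.361%) after thinning and 0.176% without, with median depths of 2708 UMIs in C4-like and 2694 in C5-like cells. Thinning left out 0 C4-like cells and 1 C5-like cell. Zbtb7b (ENSMUSG00000028042) was at 28.2 (24.7 to 32.1) in C4-like cells and at 13.4 (11.0 to 16.2) in C5-like cells. C8-like cells, at 34.0 (18.6 to 57.0), and C6-like hepatic cells, at 26.3 (20.3 to 33.5), were within the counting error of C4-like cells for this gene. Zbtb16 (ENSMUSG00000066687) was at 27.5 (24.0 to 31.3) in C4-like and 7.37 (5.61 to 9.51) in C5-like cells. It was higher in C6-like hepatic cells at 66.0 (56.2 to 76.9) and in C3-like thymic cells at 116 (90.8 to 147) than in C4-like cells.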

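Among the other genes of Fig. 1d that were left out of the variable genes, Ncr1 was at 254 (243 to 265) CPM in C5-like, 77.7 (59.7 to 99.5) in C7-like and 40.7 (36.4 to 45.3) in C4-like cells. Klrc2 was at 455 (441 to 470.3) in C5-like, 325 (287 to 366) in C7-like and 287 (276 to 299) in C4-like cells. Klrg1 was at 194 (165 to 227) in C7-like cells and at most 5.25 (3.78 to 7.09) in C4- and C5-like cells. Cd244 was at 163 (154 to 172) in C5-like and 147 (122 to 176) in C7-like cells, against 38.3 (34.2 to 42.8) in C4-like cells. Cd226 was highest in C4-like cells at 198 (188 to 208), with 147 (138 to 155) in C5-like and 125 (102 to 151) in C7-like cells. Klra and Klrc genes have close paralogs between which the authors' counting could have split reads.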

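Il17a and Il7r are markers that name the C6-like class, so their levels there are not given. Il17f (ENSMUSG00000041872) was at 338 (288 to 395) CPM in C6-like thymic and 154 (139 to 170.1) in C6-like hepatic cells, and in C1-like thymic cells at 12.3 (10.2 to 14.8). Blk was at 469.5 (409.8 to 536) and 469 (442 to 496) in C6-like cells of the thymus and the liver, and at 287 (276 to 298) in C1-like thymic cells. Maf was at 283 (237 to 336) in C6-like thymic, 215 (197 to 234) in C6-like hepatic and 152 (145 to 160.3) in C1-like thymic cells. Ccr6 was at 139.6 (108 to 178) and 91.5 (79.9 to 104) in C6-like thymic and hepatic cells and at most 7.28 in the other named classes. For all 4 of these genes given here the highest level among the named classes was in C6-like cells.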

Several genes associated with γδ T17 lymphocytes, such as *Il17a*, *Il17f, Il7r, Blk*, *Maf*, *Rorc*, and *Ccr6*, were enriched in C6-T/L (Fig. 1b–f), whereas *Lyz2*, *Ifitm3, Apoe*, *Cd74*, and *Ccr12* were enriched in C8-L (Fig. 1b, e). 

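Hes1, Ccr9 and Sox4 are among the markers that name the C1-like class, so their levels there are not given. Cd24a (ENSMUSG00000047139) was at 657 (641 to 673) CPM in C1-like thymic cells, the highest of the named classes. Sox13 (ENSMUSG00000070643) was highest in the same cells at 249 (239 to 259), followed by C6-like cells at 76.1 (53.3 to 105) in the thymus and 63.5 (54.0 to 74.3) in the liver. For Maf, the pooled C1-like thymic cells stood behind C6-like cells of both tissues, but 1 of the 2 C1-like clusters, at 242 (227 to 258), overlapped with them within counting error, and the other was at 84.9 (77.4 to 92.9).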

The highest expression levels of *Cd24a*, *Ccr9*, *Sox4, Hes1*, *Sox13*, and *Maf*, which are genes commonly associated with γδ T progenitor cells, were observed in C1-T cells (Fig. 1b, c, f), suggesting that C1-T cells represented γδ T progenitor cells. In addition to C1-T, C2-T and C3-T/L also expressed higher levels of *Cd24a*, *Sox4*, and *Tcf7* than the other clusters (Fig. 1b), suggesting that C2-T and C3-T/L might represent an intermediate stage in the development process, transforming from C1-T to another mature γδ T cell subpopulation.

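Sox4 and Tcf7 are naming markers, so their levels were taken from a clustering in which neither the naming markers nor the genes of the statements were among the variable genes, although the names still rest on them. There, Sox4 was at 75.7 (55.7 to 101) CPM in C3-like thymic and 87.0 (77.2 to 97.8) in C3-like hepatic cells, against 2.81 (1.80 to 4.18) in C4-like, 2.21 (1.28 to 3.53) in C5-like and 11.8 (7.89 to 16.9) in C6-like hepatic cells. Tcf7 was at 163 (133 to 198) and 241 (225 to 259) in C3-like thymic and hepatic cells, against 35.2 (31.4 to 39.4) in C4-like, 14.7 (12.1 to 17.6) in C5-like and 113 (100.1 to 127) in C6-like hepatic cells. In cluster 5, Sox4 was at 601 (573 to 630.2) and Tcf7 at 510.2 (484 to 537) in thymic cells. In C6-like thymic cells, Tcf7 was at 141 (109 to 179.7), within the counting error of C3-like thymic cells.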

**Fig. 1:**
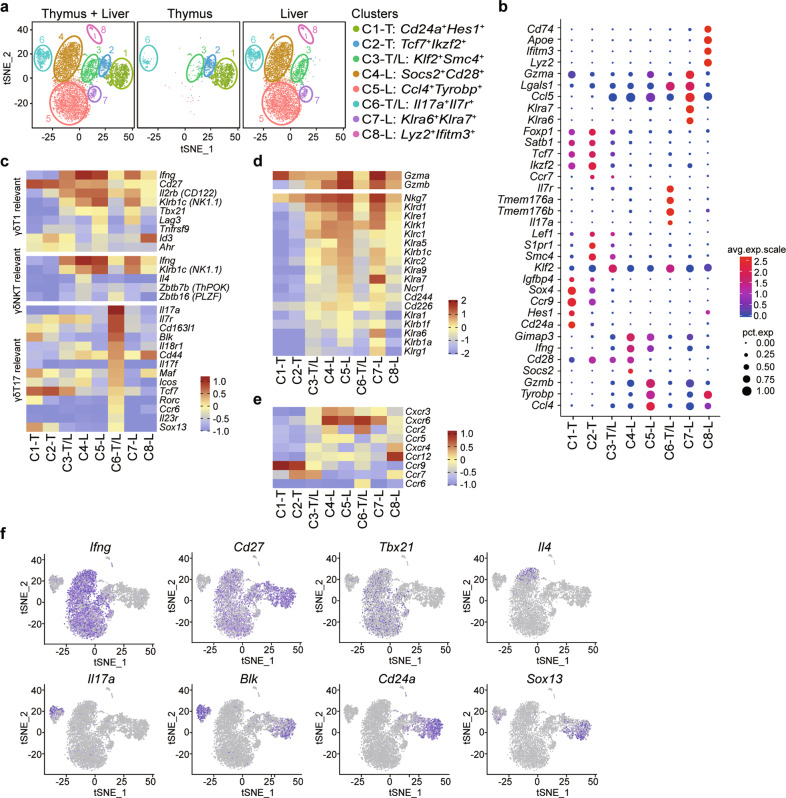
Single-cell RNA sequencing identified murine thymic and hepatic γδ T cell subpopulations. **a** Two-dimensional visualization of single-cell clusters in thymic and hepatic γδ T lymphocytes from 10 B6 mice (8 weeks old) by t-distributed stochastic neighbor embedding (t-SNE), showing the formation of 8 clusters, which are indicated by different colors. **b** Dot plot of 8 clusters with unique signature gene expression profiles. **c**–**e** Heatmap analysis of the relative expression levels of genes associated with γδ T1, γδ NKT or γδ T17 cells (**c**), natural killer (NK) cell receptors (**d**) and chemokine receptors (**e**). **f** T-SNE map of the specified genes

We found that the liver contained not only mature γδ T cell subpopulations, such as C4-L, C5-L, and C6-T/L but also contained the relatively rich transcriptional profile of C3-T/L (Fig. 1a), suggesting the existence of a liver-localized immature, developing γδ T precursor cell subset that may develop into mature γδ T cells locally. 

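The C3-like hepatic cells together held 3536779 UMIs, with a median of 3058 per cell. The C3-like thymic cells held 601074 UMIs, with a median of 3095 per cell. The genes that set this cluster apart from the other clusters by fold were Dapl1, Gm8369, Nsg2, Sidt1 and Ly6c2, and none of the 4 markers of C3 was among the first 10. The markers of C3 had a mean log2 ratio of 0.69 over the other clusters, and the next class, C2, of -0.17. When each library was clustered alone, the C3-like share was 13.3% of the hepatic and 4.09% of the thymic cells. There, each cluster took the class that most of its cells had in the joint clustering, so these shares do not test the naming by markers. From the presence of C3 beside mature subsets in the liver, the paper proposes a liver-localized immature precursor subset that may develop into mature γδ T cells locally.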

To further explore the developmental pathways of γδ T cells, a pseudotemporal maturation trajectory was reconstructed all thymic and hepatic γδ T cell clusters to visualize their developmental and differentiation trajectories (Fig. 2a). Three extremes were identified on the trajectory: C4/C5/C7-L on one end, C1-T on one end, and C6-T/L/C8-L on one end. These results suggested that C1-T represents an undifferentiated stage, whereas C4-L, C5-L, and C6-T/L locate at terminally differentiated stages based on their gene expression features (Fig. 1b–f); therefore, we speculated that C1-T represented the original γδ T progenitor cells. 

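Pseudotime orders cells by how far their transcriptomes lie from a chosen starting cell. Monocle 2 was not used here; a diffusion pseudotime was computed on the 30 principal components (30 nearest neighbours, 10 diffusion components), starting from the C1-like cell farthest out on the first diffusion component, so that the position of C1-like cells at the start is set by the method. On a scale from 0 at the start to 1 at the farthest cell, the median was 0.0907 in C1-like thymic cells and 0.193 in the thymic cells of cluster 5. C3-like cells followed with 0.387 in the thymus and 0.411 in the liver. C7-like, C4-like and C5-like hepatic cells were at 0.490, 0.493 and 0.512, and C6-like cells at 0.490 in the thymus and 0.529 in the liver. C8-like cells were farthest, at 0.891. The 9 comparisons of medians that put C1-like thymic cells before cluster 5, cluster 5 before C3-like thymic cells, these before C3-like hepatic cells and the latter before the 6 other groups above all held in the main setting and under each alternative run for this order. C3-like hepatic cells were 0.0242 after C3-like thymic cells (interval from order statistics of the cells 0.00921 to 0.0336), a difference that moved most, to 0.00884, when the highest doublet scores were removed, an alternative chosen after seeing the data.

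**Figure D1:**
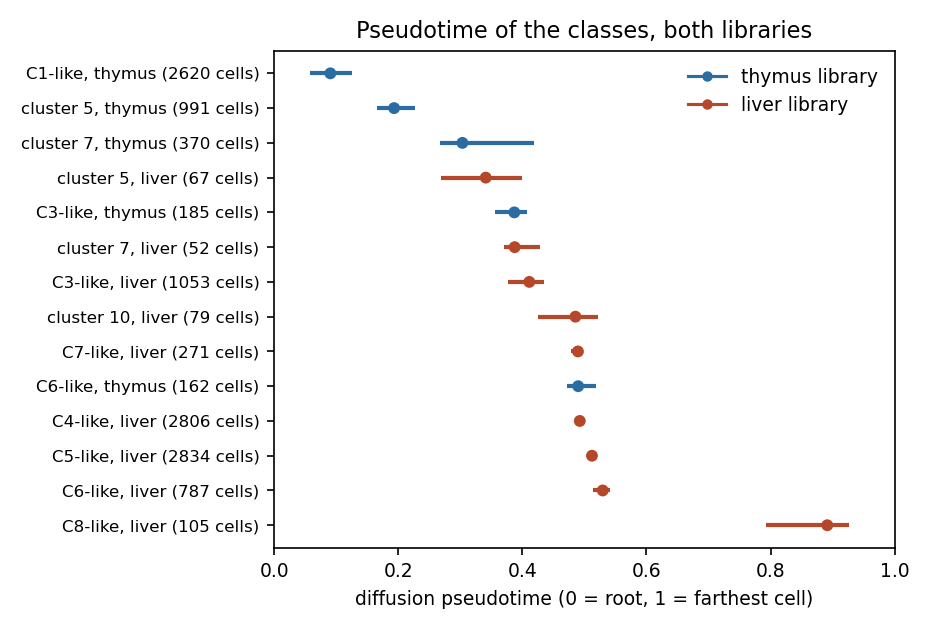
Diffusion pseudotime (0 at the root, 1 at the farthest cell) of each class and library with at least 20 cells, with points for medians, lines for the middle 50% of cells, blue for the thymus library and red for the liver library. The medians run from 0.0907 in C1-like thymic cells over 0.411 in C3-like hepatic cells to 0.891 in C8-like hepatic cells.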

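In the graph of 30 nearest neighbours behind the pseudotime, 12.9% of the links of C3-like thymic cells led out of their class. Of these, 54.8% led to thymic cells of cluster 5 and 31.8% to C4-like hepatic cells. For C3-like hepatic cells, 57.1% of such links led to C4-like, 19.7% to C5-like and 0.760% to C6-like hepatic cells, and 13.1% to thymic cells of cluster 5. C6-like cells were set apart, with 2.98% of their links leading out in the thymus and 2.19% in the liver. For C6-like thymic cells, 39.3% of the outside links led to C1-like thymic cells and 21.4% to C3-like hepatic cells, out of 140 such links. For C6-like hepatic cells, 62.1% of 499 outside links led to C4-like and 17.0% to C3-like hepatic cells. Large classes take up more links, so these percentages also follow the sizes of the classes.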

The next stage of the predicted trajectory is C2-T, followed by C3-T/L. Importantly, C3-T/L is located at the divergence point, indicating that the C3-T/L population represents the key differentiation point prior to the terminally differentiated stages. Both the thymus and liver contained C3-T/L clusters, but C1-T and C2-T were solely distributed to the thymus. To further determine whether the C3 population in the liver (C3-L) might represent a population of pre-γδ T cells for the intrahepatic differentiation of γδ T cells, a pseudotemporal maturation trajectory was reconstructed using transcripts that were only identified in liver γδ T cells (Fig. 2b). 

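With the 8074 hepatic cells alone and the start placed in C3-like cells, the median diffusion pseudotime was 0.176 in C3-like cells. Their quartiles were 0.173 and 0.181, so most C3-like cells lay far from the starting cell on this scale. These values therefore do not place C3-like cells as a group at the start. The median was 0.193 in C4-like, 0.213 in C7-like and 0.219 in C5-like cells, which lay close together. The quartiles of C4-like cells, 0.189 and 0.198, were above those of C3-like cells. This step was small beside the distance of C3-like cells from the start. C6-like cells were at 0.290 and C8-like cells at 0.885. All 5 classes came after C3-like cells in the main setting and with 15 nearest neighbours or 5 diffusion components, an outcome that the choice of the start partly fixes. The hepatic cells of cluster 5 were at 0.178, next to C3-like cells.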

The pseudotemporal trajectory of hepatic γδ T cells showed C3-L located as the root of a tree, representing potentially pre-γδ T cells, whereas C4/5/7-L and C6/8-L established two separate branches of terminally differentiated γδ T cells (Fig. 2b). Therefore, we predicted that the developmental trajectory is C1-T → C2-T → C3-T/L → C4/5/7-L or C6-T/L/C8-L. To further verify the accuracy of the pseudotemporal differentiation order, the expression trajectories of genes that are known to be regulated during the developmental process of γδ T cells were analyzed (Fig. 2c and Supplementary Fig. S2). 

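Along the order C1-like thymic cells, thymic cells of cluster 5, C3-like thymic cells and C3-like hepatic cells, Sox13 fell to 44.9 (37.8 to 52.9), 20.0 (10.3 to 34.9) and 2.26 (0.977 to 4.46) CPM after the first class. Blk was at 44.6 (37.6 to 52.6), 15.0 (6.85 to 28.4) and 5.37 (3.23 to 8.39) in the last 3 of these groups. Maf was at 51.5 (43.9 to 60.0) in cluster 5 and 68.2 (48.9 to 92.5) in C3-like thymic cells, which overlapped within counting error, and at 13.6 (10.0 to 18.0) in C3-like hepatic cells. Clec12a, also shown in Fig. 2c, went from 57.6 (52.9 to 62.6) in C1-like thymic cells to 17.9 (13.6 to 23.2), 1.66 (0.0421 to 9.27) and 0.565 (0.0685 to 2.04). Cd200 was at 16.6 (14.1 to 19.4) in C1-like thymic cells, rose to 86.4 (76.5 to 97.2) in cluster 5, and was at 11.6 (4.68 to 24.0) and 4.52 (2.59 to 7.35) in C3-like thymic and hepatic cells.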

The results showed that the expression levels of *Sox13*, *Blk*, *Maf*, and *Cd24a* gradually reduced along the pseudotemporal progression (Fig. 2c), which was in line with the reported results. 

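Tbx21 (ENSMUSG00000001444) was at 42.7 (36.2 to 50.1) CPM in C3-like hepatic and 26.6 (15.2 to 43.2) in C3-like thymic cells, whose intervals overlapped. In C1-like thymic cells it was at 0.104 (0.00262 to 0.577) and in the thymic cells of cluster 5 at 0.628 (0.0761 to 2.27). Ifng rose along the same order, from 10.7 (7.39 to 14.9) in the thymic cells of cluster 5 to 115 (89.3 to 145) in C3-like thymic cells, below the C3-like hepatic cells.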

The expression levels of *Tbx21* and *Ifng* were upregulated in C3-L cells (Fig. 2c).

**Fig. 2:**
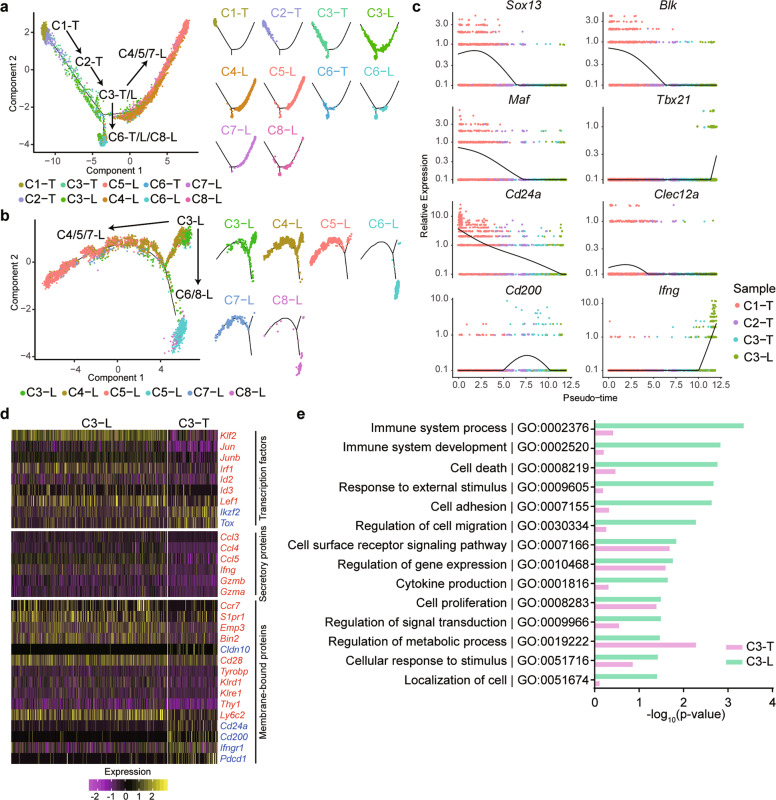
The developmental trajectory of murine γδ T cells identified by pseudotemporal reconstruction. **a** Pseudotemporal reconstruction of thymic and hepatic γδ T cell clusters. **b** Pseudotemporal reconstruction of hepatic γδ T cell clusters. **c** The expression trajectories of selected genes in pseudotemporal ordering among C1-T, C2-T, C3-T, and C3-L. **d** Heatmap showing the relative expression of select genes, including transcription factors and secretory and membrane-bound proteins, between the C3-T and C3-L clusters. Upregulated genes in the C3-L (red) or C3-T (blue) clusters are indicated. **e** Selected enriched GO terms comparing C3-L with C3-T

We further compared differences in gene expression between the C3 clusters in the thymus (C3-T) and liver (C3-L). As shown in Fig. 2d, the expression levels of 28 genes, including *Ikzf2*, *Tox*, *Cldn10*, *Cd24a Cd200*, *Ifngr1*, and *Pdcd1*, were higher in C3-T than in C3-L, whereas the levels of 55 genes, such as *Klf2*, *Irf1*, *Ccl5*, *Ifng*, *Ccr7*, *S1pr1*, and *Ly6c2*, were higher in C3-L than in C3-T. GO enrichment analysis indicated that C3-T was enriched in genes involved in the regulation of metabolic processes (Fig. 2e). In contrast, C3-L was specifically enriched in genes associated with immune system processes, immune system development, cytokine production, and cellular localization (Fig. 2e). 

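Of the 30 genes named in Fig. 2d, all 23 drawn higher in C3-L had a higher level in C3-like hepatic than in C3-like thymic cells, and all 7 drawn higher in C3-T had a lower one, each as the log2 ratio of CPM. The study chose these genes on these libraries, so this tally is not independent evidence. Klf2, S1pr1 and Lef1 also name the C3-like class, and Cd28, Ccl4, Tyrobp and Gzmb name the C4- or C5-like class. These markers were not taken out of the variable genes. The median log2 ratio was 1.10 (0.87 to 1.27) for the 23 genes and -0.82 (-1.10 to -0.46) for the 7 genes, against -0.065 over all 5664 genes with at least 50 UMIs. Among 10000 random lists matched on mean level, these medians stood at percentiles 100.0 and 0.0700, the latter with 5 of the 7 genes, a description of these libraries. With the naming markers also left out of the variable genes, all 30 genes kept the direction of the figure, although the names still rest on these markers. When cluster 5 was counted as C3-like, the alternative that moved this comparison most and was chosen after seeing the data, 25 of the 30 genes kept the direction of the figure, and Id3, Lef1, Gzma, S1pr1 and Thy1 did not. Gzmb, at 0.51 (0.32 to 0.70), changed direction with 3000 variable genes and with the highest doublet scores removed, and after thinning to 1500 UMIs its ratio of 0.17 (-0.11 to 0.46) included 0. Klf2 had a ratio of 1.87 (1.72 to 2.01), Irf1 of 1.10 (0.76 to 1.45), Ccl5 of 1.68 (1.62 to 1.75), Ifng of 2.13 (1.78 to 2.50), Ccr7 of 1.88 (1.35 to 2.47), S1pr1 of 0.62 (0.21 to 1.06) and Ly6c2 of 0.60 (0.46 to 0.75). Pdcd1 was at -3.67 (-4.43 to -2.95), Cd24a at -0.90 (-1.47 to -0.31), Ikzf2 at -0.82 (-1.05 to -0.59), Tox at -0.64 (-1.03 to -0.23) and Ifngr1 at -0.36 (-0.53 to -0.19). For Cldn10 and Cd200, with 17 and 23 UMIs over both tissues, no direction was detectable at this depth. By the rule set for naming genes, the largest ratios toward the liver were those of Ccl3, 6.64 (4.16 to 11.95) with 1 thymic UMI, Hspa1a, 4.44 (3.83 to 5.14), Gimap7, 4.21 (2.97 to 5.83), Ccl4, 4.04 (3.57 to 4.56), and Jun, 2.50 (2.24 to 2.77). Toward the thymus they were Itgae, -3.37 (-3.99 to -2.78), Capg, -3.28 (-3.63 to -2.94), Zbtb16, -3.26 (-3.84 to -2.69), Lgals3, -2.83 (-3.27 to -2.39), and Bcl2a1d, -2.76 (-3.29 to -2.24); Hspa1a and Bcl2a1d have near-identical copies between which reads could be split. In C6-like cells, the other class found in both tissues, 21 of the 23 genes were also higher in the liver, with a median log2 ratio of 1.07.

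**Figure D2:**
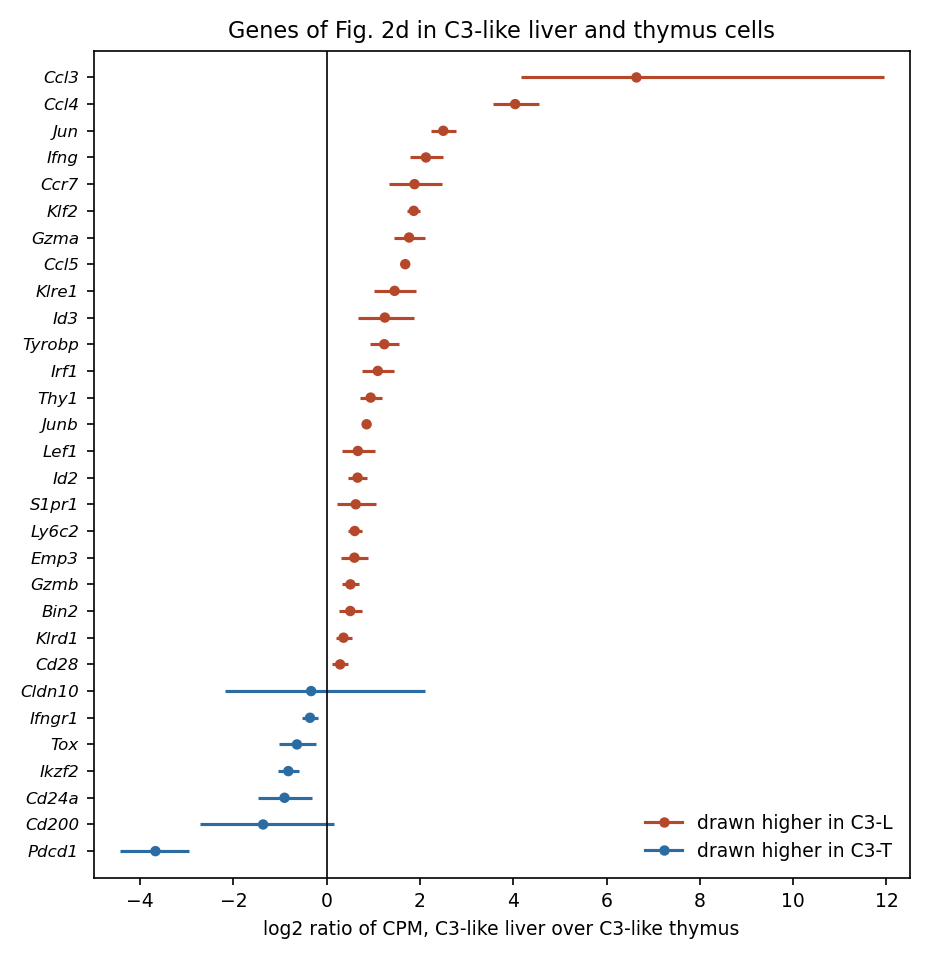
Log2 ratio of CPM, C3-like hepatic over C3-like thymic cells (x axis), for the 30 genes named in Fig. 2d; points are ratios, lines exact 95% intervals for counting error, red for genes drawn higher in C3-L and blue for genes drawn higher in C3-T. The ratios of the red genes run from 0.29 to 6.64 and those of the blue genes from -3.67 to -0.33.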

We speculated that C3 precursor cells (pre-γδ T cells) in thymus might migrate to the liver, where they further develop into terminally differentiated γδ T cells, such as the γδ T1, γδ NKT, and γδ T17 subpopulations. The observed differences between the two C3 clusters might be due to different origins or to differences in the tissue microenvironments, which might modulate the gene expression profiles.

### Revealing liver-resident γδ T precursors cells

CD24 and CD73 are commonly regarded as surface markers that can be used to identify the developmental stages of γδ T cells.^20,21^ The developmental order associated with successive stages of γδ T cells is CD24^hi^CD73^−^ (progenitor cells) → CD24^+^CD73^+^ (precursor cells) → CD24^−^CD73^+^ (mature cells); alternatively, CD24^hi^CD73^−^ cells can develop directly into CD24^−^CD73^−^ cells. We compared the expression levels of *Cd24a* and *Nt5e* (CD73) among C1-T, C2-T, and C3-T/L based on data from the scRNA-seq analysis (Fig. 3a). 

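Nt5e (ENSMUSG00000032420) was at 1.66 (0.948 to 2.69) CPM in C1-like thymic cells, from 16 UMIs. After thinning to 1500 UMIs, which left out 3 cells, 53.8% (51.9% to 55.8%) of C1-like thymic cells had a Cd24a UMI and 0.267% (0.108% to 0.550%) had an Nt5e UMI, against 75.2% and 0.534% without thinning. For Cd24a, C6-like cells of the thymus library served as background with 3.09% (1.01% to 7.06%) after thinning and 11.7% without, at median depths of 3271 UMIs in C1-like and 2768.5 in C6-like thymic cells.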

The results showed that C1-T cells were associated with high expression levels of *CD24a* and almost no expression of *Nt5e*, which suggested that C1-T cells might be CD24^hi^CD73^−^ γδ T progenitor cells. C3-T/L had a low expression level of *Cd24a* and a high expression level of *Nt5e*, similar to CD24^+^CD73^+^ pre-γδ T cells. 

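Cd24a was at 58.2 (40.6 to 81.0) CPM in C3-like thymic and 31.1 (25.6 to 37.5) in C3-like hepatic cells. C1-like thymic cells were above C3-like thymic cells by a log2 ratio of 3.50 (3.02 to 4.02), and C3-like hepatic cells above the C4-, C5-, C6- and C7-like hepatic cells together by 4.15 (3.58 to 4.75). Nt5e was at 64.9 (46.1 to 88.7) in C3-like thymic and 23.2 (18.4 to 28.8) in C3-like hepatic cells. The log2 ratio of Nt5e was 5.29 (4.42 to 6.23) for C3-like over C1-like thymic cells and 1.48 (0.90 to 2.05) for C3-like thymic over C3-like hepatic cells. Against the mature hepatic classes together, C3-like hepatic cells had a log2 ratio of 0.45 (0.082 to 0.80) for Nt5e. When cluster 5 was counted as C3-like, the alternative that moved these ratios most and was chosen after seeing the data, the Cd24a ratio of C1-like over C3-like thymic cells was 1.75 and the Nt5e ratio of C3-like thymic over C3-like hepatic cells was 0.086. After thinning, 8.65% (5.02% to 13.7%) of C3-like thymic and 2.95% (2.01% to 4.16%) of C3-like hepatic cells had an Nt5e UMI, against 16.8% and 7.12% without thinning, with 1 hepatic cell left out. C1-like thymic cells are the background for this gene in the thymus library, and in the liver library C4-like cells were at 2.74% (2.17% to 3.42%), within the counting error of C3-like hepatic cells. The paper's scheme includes mature cells with CD73, so C4-like cells may express Nt5e and are not a clean background. A Cd24a UMI was found in 8.11% (4.61% to 13.0%) and 4.18% (3.06% to 5.57%) of C3-like thymic and hepatic cells after thinning, against 16.8% and 6.74% without. The C3-like thymic cells overlapped in this share and in level with C6-like thymic cells, at 50.8 (32.5 to 75.5) CPM, within counting error, so Cd24a in them is not set apart from background, and in the liver library the background was 0.176% (0.0573% to 0.411%) in C5-like cells.

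**Figure D3:**
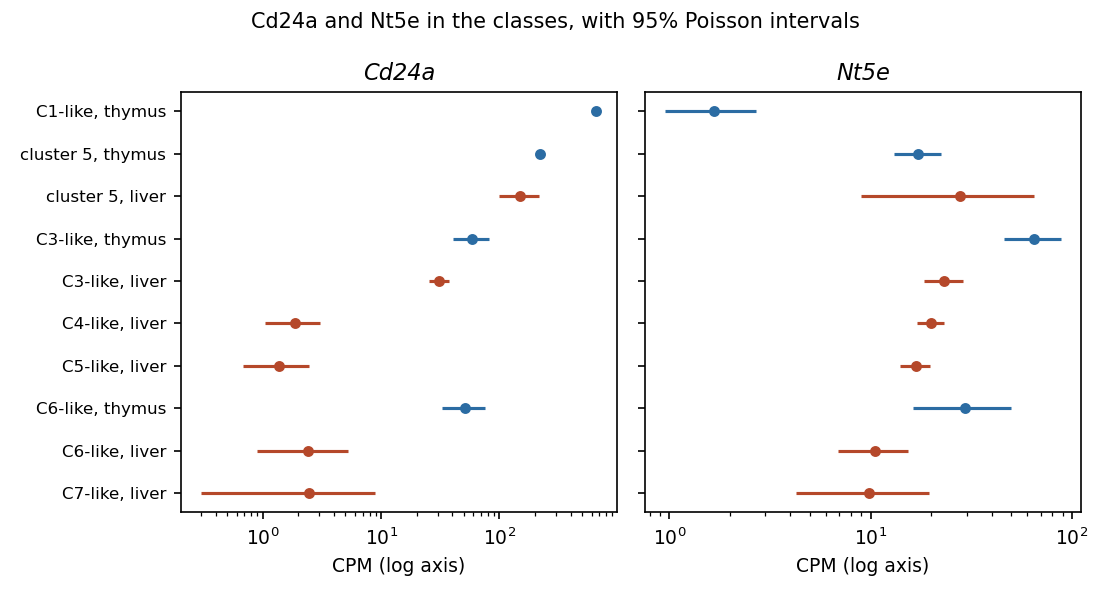
CPM (log axes) of Cd24a and Nt5e in the classes of the thymus library (blue) and the liver library (red), with points for levels and lines for exact Poisson 95% intervals. Cd24a runs from 657 in C1-like thymic cells to 1.37 in C5-like hepatic cells, and Nt5e is highest in C3-like thymic cells at 64.9.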

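No cluster took the name C2-like, and cluster 5, whose thymic cells lay between C1-like and C3-like thymic cells in pseudotime, did not score higher for the markers of C2 than for those of C3, while its share of the thymic cells was near the 22.7% that the paper's supplementary table gives for C2 and ran from 18.5% to 25.0% over the alternatives that kept it apart. Its thymic cells held Cd24a at 221 (205 to 238) and Nt5e at 17.3 (13.0 to 22.5) CPM. After thinning, which left out 4 cells, 24.1% (21.5% to 26.9%) had a Cd24a UMI and 2.13% (1.32% to 3.23%) an Nt5e UMI, against 38.0% and 4.84% without thinning, at a median depth of 2931 UMIs. Both values lay between those of C1-like and C3-like thymic cells, beyond counting error.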

C2-T cells had moderate expression levels of *CD24a* and nearly no expression of *Nt5e*, indicating that C2-T cells might serve as a developmental transition phase between C1-T and C3-T/L.

**Fig. 3:**
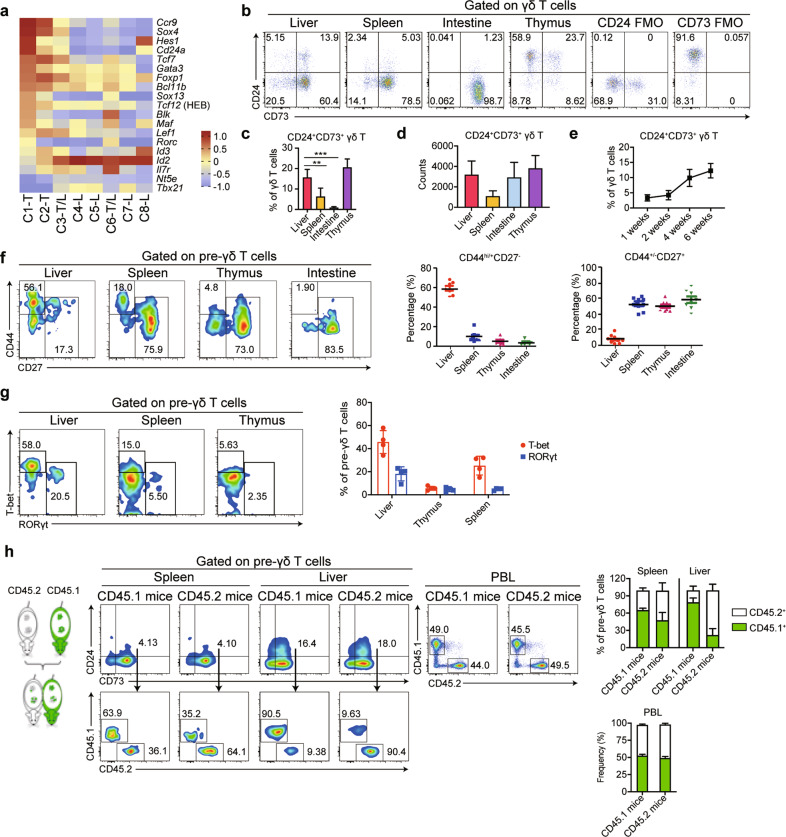
Liver contains tissue-resident γδ T precursors. **a** Heatmap analysis showing the relative expression of genes associated with γδ T progenitor cells. **b**, **c** The percentages of CD24^+^CD73^+^ pre-γδ T cells among total γδ T cells from the liver, spleen, intestine, and thymus detected by flow cytometry (6–8-week-old mice, *n* = 4). **d** The absolute numbers of pre-γδ T cells in tissues (6–8-week-old mice, *n* = 4–6). **e** Changes in hepatic pre-γδ T cell proportions among total γδ T cells with age (*n* = 4–6). **f** Flow cytometric plots showing the expression of CD27 and CD44 on pre-γδ T lymphocytes derived from the liver, spleen, thymus, and intestine (6-week-old mice, *n* = 7). **g** The expression of the transcription factors T-bet and RORγt in pre-γδ T cells was examined by flow cytometry (6-week-old mice, *n* = 3–4). **h** A B6 mouse (*CD45.2*^*+*^, 6–8 weeks old) and a *CD45.1*^*+*^ mouse (6–8 weeks old) were sutured together to establish the parabiosis model for two weeks. The percentages of CD45.1^+^ and CD45.2^+^ cells in peripheral blood lymphocytes (PBLs) were detected to verify whether the parabiosis models were successfully established. Flow cytometric analysis further identified the host origins (CD45.1^+^ or CD45.2^+^) of splenic or hepatic pre-γδ T cells in each mouse in the CD45.1/CD45.2 parabiotic mouse pairs. Green columns and white columns represent the percentages of CD45.1^+^ cells and CD45.2^+^ cells in splenic or hepatic pre-γδ T cells, respectively (*n* = 4). All results are presented as the mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001 as determined by unpaired Student’s *t*-test for two-group comparisons

To determine whether the murine liver contained pre-γδ T cells, we used flow cytometry to detect the protein expression levels of CD24 and CD73 on γδ T cells derived from the liver, thymus, spleen, and small intestine (Fig. 3b and Supplementary Fig. S3). We found that liver samples contained higher percentages of CD24^+^CD73^+^ pre-γδ T cells (15.7% ± 3.8%) than the spleen (6.4% ± 4.1%) and intestinal samples (1.0% ± 0.4%, Fig. 3c). The total number of pre-γδ T cells in the liver was comparable with that in the thymus (Fig. 3d), and the percentages of hepatic pre-γδ T cells increased with age (Fig. 3e). By analyzing the expression of CD27 and CD44, we found that the phenotype of liver pre-γδ T cells was CD27^−^CD44^hi/+^, whereas their counterparts in the thymus, spleen, and small intestine had a CD27^+^CD44^+/lo^ phenotype (Fig. 3f). We further detected the expression levels of the transcription factors T-cell-specific T-box transcription factor (T-bet) and retinoic acid-related orphan receptor gamma t (RORγt) in pre-γδ T cells. The results showed that hepatic pre-γδ T cells expressed significantly higher levels of T-bet and RORγt than those in the thymus or spleen (Fig. 3g). These results suggested that hepatic pre-γδ T cells were distinct from pre-γδ T cells in the thymus and spleen. To further evaluate the origins and properties of hepatic pre-γδ T cells, *CD45.1*^*+*^ and *CD45.2*^*+*^ B6 mice were joined by parabiosis, and the percentages of CD45.1^+^ and CD45.2^+^ pre-γδ T cells in the liver were measured two weeks later to evaluate the effects of chimerism. We found that liver CD24^+^CD73^+^ pre-γδ T cells expressing CD45.1 constituted nearly 90% of all pre-γδ T cells, with only 10% CD45.2^+^ pre-γδ T cells, whereas the opposite was observed in *CD45.2*^*+*^ parabiont mice (Fig. 3h), indicating that the majority of intrahepatic pre-γδ T cells were retained in the liver, although a small fraction of hepatic pre-γδ T cells were found in circulation. However, splenic pre-γδ T cells behaved in a circulating manner (Fig. 3h). These results demonstrated that the murine liver contains liver-resident pre-γδ T cells.

A previous study showed that CD44^lo^Ly-6C^−/+^ γδ T cells presented as naïve-like γδ T cells with high plasticity in vitro.^16^ To test whether liver CD24^+^CD73^+^ γδ T cells represent a group of naïve-like γδ T cells, the expression of CD44 and Ly-6C was analyzed on CD24^+^CD73^+^ γδ T cells from different tissues (Supplementary Fig. S4a). The results showed that the main phenotype of liver CD24^+^CD73^+^ γδ T cells was CD44^hi^Ly-6C^-/+^, which is inconsistent with the phenotype of naïve-like γδ T cells; in contrast, the phenotype of their counterparts in the thymus, spleen, and lymph node was CD44^lo^Ly-6C^−^ (Supplementary Fig. S4a). We then sorted CD24^+^CD73^+^ γδ T cells and assessed their plasticity to examine whether CD24^+^CD73^+^ γδ T cells could be polarized to produce different effector molecules if cultured under polarizing (Th1, Th17, and Treg-like) conditions. We found that hepatic CD24^+^CD73^+^ γδ T cells were unable to efficiently differentiate into either IFN-γ- or IL-17a-producing or Foxp3^+^ Treg cells, similar to thymic CD24^+^CD73^+^ γδ T cells (Supplementary Fig. S4b). These results suggested that hepatic CD24^+^CD73^+^ γδ T cells may not be a subset of naïve-like γδ T cells.

Next, we investigated whether liver-resident pre-γδ T cells have the potential to differentiate into mature and functional γδ T cells. We sorted hepatic CD24^+^CD73^+^ pre-γδ T cells (cell purity can be observed in Supplementary Fig. S5) and cultured them on OP9-DL1 monolayers (Fig. 4a). On days 3, 5, and 9 of coculture, the developmental stages of γδ T cells were determined by analyzing the γδ T cell phenotypes by flow cytometry. On day 3, nearly 30% of the CD24^+^CD73^+^ pre-γδ T cells had become CD24^−^CD73^+^ γδ T cells, which increased to more than 90% at day 9 (Fig. 4b). These results indicated that hepatic pre-γδ T cells were able to differentiate into CD24^−^CD73^+^ mature γδ T cells in the in vitro coculture system. Similar results were observed from the coculture of thymus-derived pre-γδ T cells with OP9-DL1 monolayers (Fig. 4b). The ability to produce IFN-γ- and IL-17a-producing CD24^−^CD73^+^ γδ T cells was further detected by flow cytometry on day 9. The results showed that liver-derived pre-γδ T cells preferentially differentiated into IFN-γ-producing γδ T cells, with little differentiation into IL-17a-producing cells (Fig. 4b). In contrast, thymus-derived pre-γδ T cells only differentiated into IL-17a-producing γδ T cells (Fig. 4b). The total numbers of pre-γδ T cells and mature γδ T cells throughout the culture process were also counted (Fig. 4c).

**Fig. 4:**
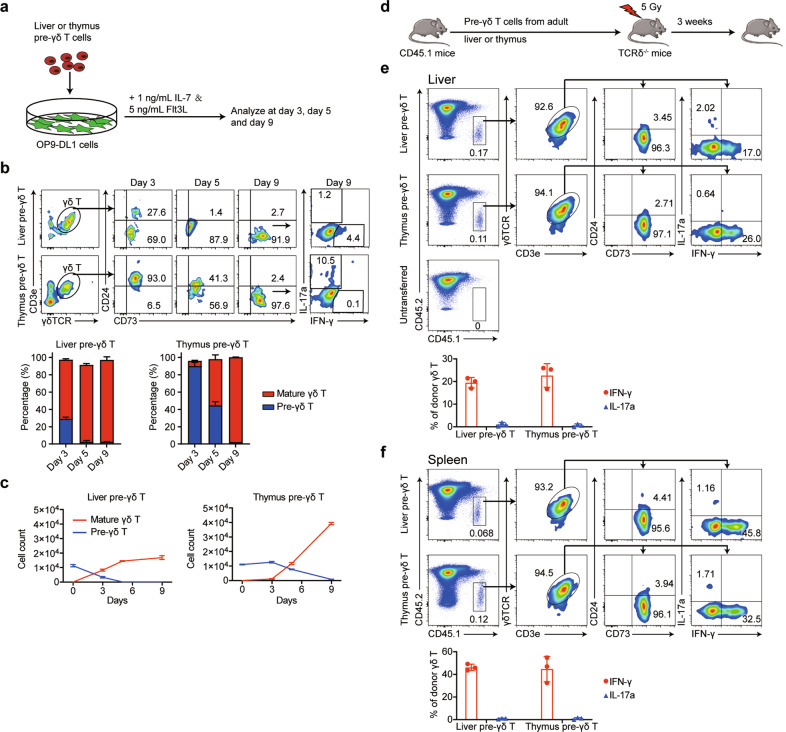
Liver-resident γδ T precursor cells can develop into mature γδ T cells, both in vitro and in vivo. **a** CD24^+^CD73^+^ γδ T cells sorted from the adult liver or thymus were cultured on OP9-DL1 monolayers in the presence of 1 ng/mL interleukin 7 (IL-7) with 5 ng/mL FMS-like tyrosine kinase 3 ligand (FLT3-L). **b** The percentages of pre-γδ T cells and mature γδ T cells were measured by analyzing the expression of CD24 and CD73 by flow cytometry on days 3, 5, and 9 (*n* = 3). The secretion levels of IFN-γ and IL-17a in CD24^−^CD73^+^ γδ T cells were detected by flow cytometry on day 9. **c** The absolute numbers of pre-γδ T cells and mature γδ T cells in the culture process (*n* = 3). **d** A schematic showing the experimental design. CD24^+^CD73^+^ γδ T cells (1 × 10^4^) sorted from the liver or thymus of *CD45.1*^*+*^ mice (6–8 weeks old) were intrasplenically transferred to 5 Gy-irradiated *TCRδ*^*−/−*^ mice (*CD45.2*^*+*^, 6–8 weeks old). **e**, **f** The expression of CD24 and CD73 and the secretion levels of IFN-γ and IL-17a were detected by flow cytometry gating on CD45.1^+^ donor-derived γδ T cells in the liver (**e**) or spleen (**f**) (*n* = 3)

We then isolated liver- or thymus-derived CD45.1^+^ pre-γδ T cells and adoptively transferred them into sublethally irradiated *CD45*.2^+^ *TCRδ*^*−/−*^ mice (Fig. 4d). After 3 weeks of re-establishment, we isolated CD45.1^+^ donor-derived γδ T cells and further analyzed the expression levels of CD24 and CD73. The results showed that transplanted liver-derived CD24^+^CD73^+^ pre-γδ T cells primarily differentiated into CD24^−^CD73^+^ mature γδ T cells in the liver, similar to the thymus-derived pre-γδ T cell transplantations (Fig. 4e, f). The intracellular cytokine secretion capacity was further analyzed, and γδ T cells that matured from either liver- or thymus-derived pre-γδ T cells were able to produce IFN-γ (Fig. 4e, f). These results indicated that liver-derived γδ T cell precursors could reside and develop in the liver. The liver microenvironment was suitable for the development of both liver-resident pre-γδ T cells and thymus-derived γδ T precursor cells. However, we also observed that transfusion of liver or thymus pre-γδ T cells was able to reconstruct γδ T cells in the spleen to some extent. These results implied that liver-derived pre-γδ T cells (which may also contain precursors that migrate from the thymus) could represent an alternative origin for intrahepatic and splenic γδ T cells, in addition to thymus-derived γδ T precursor cells.

### Liver hematopoietic progenitor LSM cells differentiate into IFN-γ^+^ γδ T cells

The liver is the major hematopoietic organ during the fetal period, and HSPCs continue to reside in the liver after birth.^22,23^ Because the liver contains both HSPCs and liver-resident pre-γδ T cells, we wondered whether liver-resident pre-γδ T cells could be derived from HSPCs in the liver. We first sorted liver Lin^−^ cells from neonatal donor *CD45.2*^*+*^ mice (cell purity is shown in Supplementary Fig. S6a) and adoptively transferred the sorted cells to sublethally irradiated *CD45.1*^*+*^ recipient mice to evaluate the hematopoietic-reconstitution activity of γδ T cells (Fig. 5a). We analyzed the proportions of donor-derived mature and pre-γδ T cells in different tissues 8 weeks after transplantation. By gating CD45.1^+^ and CD45.2^+^ γδ T cells, no significant differences were observed in the percentages of donor-derived CD24^+^CD73^+^ pre-γδ T cells or CD24^−^CD73^+^ mature γδ T cells compared with those of the recipient-derived cells (Fig. 5b). Moreover, we found that liver γδ T cells reconstituted from transplanted Lin^−^ cells had the ability to produce IFN-γ but not IL-17a, in contrast to the results from the recipients (Fig. 5b, c). These results suggested that donor-derived liver HSPCs could differentiate into pre-γδ T cells and then into mature γδ T cells in recipient mice.

**Fig. 5:**
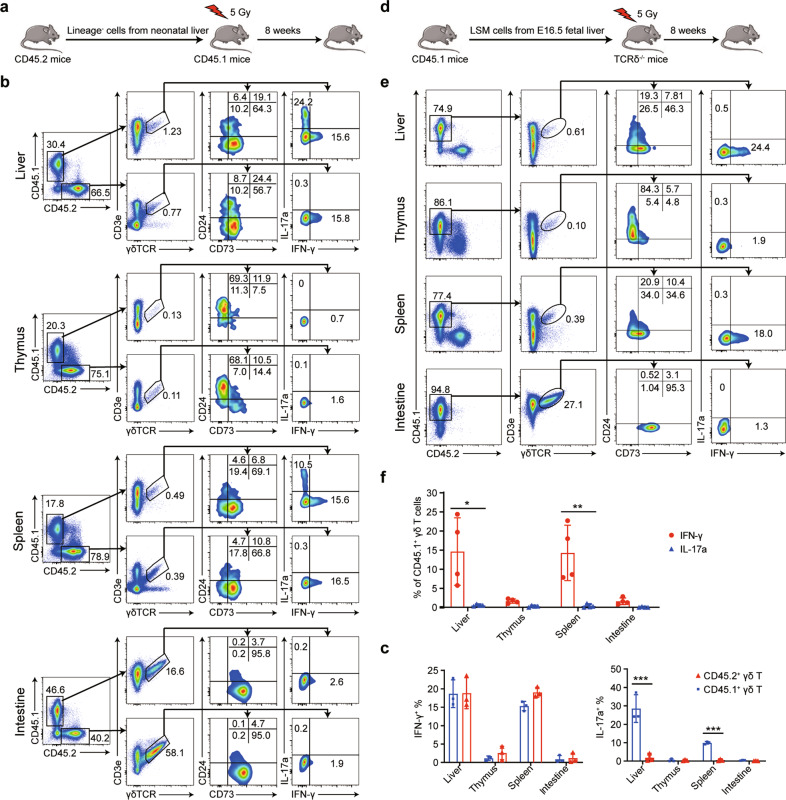
Fetal liver hematopoietic progenitor LSM cells differentiate into IFN-γ^+^ γδ T cells in the liver. **a** Schematic of the experimental design. Lineage^−^ cells (1 × 10^5^) sorted from the livers of neonatal *CD45.2*^*+*^ mice (B6) were intrasplenically transferred to 5 Gy-irradiated *CD45.1*^*+*^ mice (6 weeks old). **b** Flow cytometry was used to detect the expression of CD24 and CD73 to analyze the percentages of pre-γδ T cells and mature γδ T cells and the percentages of IFN-γ- and IL-17a-expressing cells among donor-derived and recipient γδ T cells after 8 weeks of transferring Lin^−^ cells from the neonatal mouse liver. **c** Statistical analysis of the percentages of IL-17a- and IFN-γ-expressing cells among CD45.1^+^ and CD45.2^+^ γδ T cells (*n* = 3). **d** Schematic of the experimental design. LSM cells (1 × 10^4^) sorted from E16.5 fetal livers of *CD45.1*^*+*^ mice were intrasplenically transferred to 5 Gy-irradiated *TCRδ*^*−/−*^ mice (*CD45.2*^*+*^, 6 weeks old). **e** Flow cytometry was used to analyze the percentages of pre-γδ T cells and mature γδ T cells and IFN-γ and IL-17a expression in CD45.1^+^ donor-derived γδ T cells 8 weeks after transferring LSM cells from E16.5 fetal livers. **f** Statistical analysis of the percentages of IL-17a- and IFN-γ-expressing cells among CD45.1^+^ γδ T cells (*n* = 4). All results are shown as the mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001 as determined by unpaired Student’s *t*-test for two-group comparisons

Previous studies have found that the fetal liver contains unique Lin^−^Sca-1^+^Mac-1^+^ hematopoietic stem and progenitor cells, which are phenotypically distinct from bone marrow-derived HSPCs.^24,25^ Although the majority of HPSCs migrate to the bone marrow after birth, where they remain until the adult stage, the liver retains LSM cells, which have hematopoietic reconstitution activity. We sorted LSM cells from the livers of embryonic day 16.5 (E16.5) *CD45.1*^*+*^ mice (cell purity is shown Supplementary Fig. S6b) and adoptively transferred 1 × 10^4^ LSM cells to sublethally irradiated *CD45.2*^*+*^ *TCRδ*^*−/−*^ recipient mice to determine whether LSM cells could differentiate into pre-γδ T cells and then into mature γδ T cells in the livers of the recipient animals (Fig. 5d). We found that the donor-derived CD24^+^CD73^+^ pre-γδ T cells were observed in the liver (Fig. 5e), and IFN-γ^+^ but not IL-17a^+^ γδ T cells could be detected in the tissues of the *CD45.2*^*+*^ *TCRδ*^*−/−*^ recipient mice (Fig. 5e, f), consistent with the results of Lin^−^ cell transplantation (Fig. 5b, c). These data indicated that fetal liver LSM cells were able to differentiate into IFN-γ^+^ γδ T cells. Similar results were obtained when transferring LSM cells sorted from the livers of neonatal mice (Supplementary Fig. S6c–e).

We further explored whether adult liver-derived LSM cells retained the capacity to differentiate into γδ T cells. A total of 1 × 10^4^ LSM cells obtained from the adult *CD45.1*^*+*^ mouse livers (cell purity is shown in Supplementary Fig. S7) were intrasplenically injected into sublethally irradiated *CD45.2*^*+*^ *TCRδ*^*−/−*^ recipient animals (Fig. 6a). The expression levels of CD24 and CD73 and the detection of Vγ1 or Vγ4 chains (the mouse Vγ gene nomenclature defined by Heilig and Tonegawa^26^) on donor-derived CD45.1^+^ γδ T cells were analyzed. As shown in Fig. 6b, c, donor-derived adult liver LSM cells were able to develop into pre-γδ T cells and mature γδ T cells based on the detection of Vγ1 and Vγ4 chains, with the comparative predominance of the Vγ1 chain in both the liver and spleen. Donor-derived γδ T cells were further analyzed to determine their capacity to secrete IFN-γ and IL-17a and for the expression of the transcription factors T-bet and RORγt. Donor-derived γδ T cells were able to secrete IFN-γ but secreted little IL-17a (Fig. 6d), consistent with the results obtained for fetal liver LSM cells (Fig. 5e, f). Donor hepatic γδ T cells expressed higher levels of T-bet than those in the thymus and spleen and similar levels of RORγt as those in the thymus (Fig. 6e). These data revealed that adult liver LSM cells retained the potential to develop into IFN-γ^+^ γδ T cells in the liver.

**Fig. 6:**
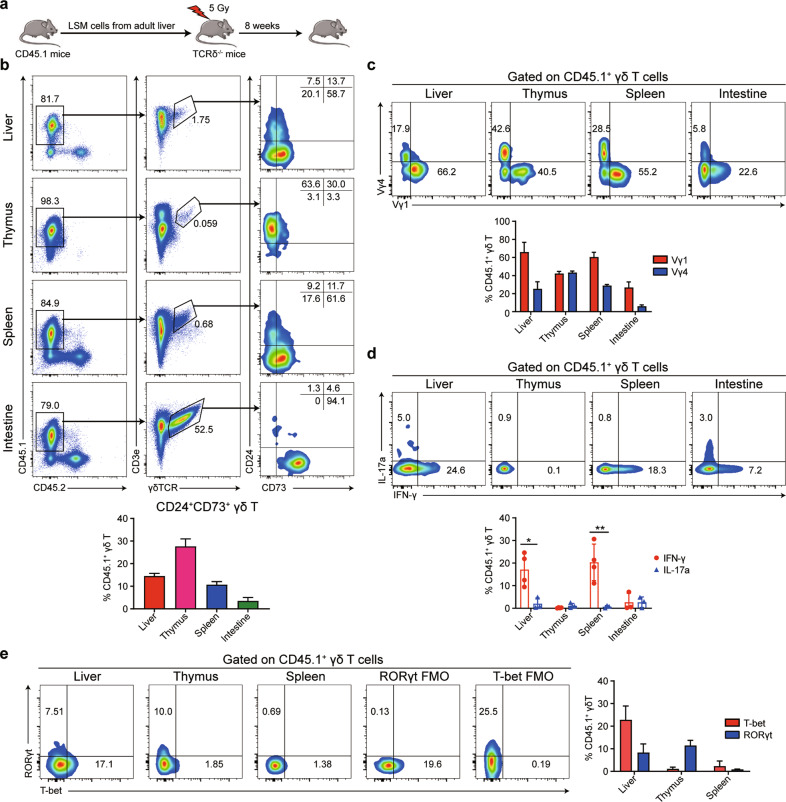
Adult liver LSM cells retain the developmental potential to differentiate into liver-resident IFN-γ^+^ γδ T cells in the liver. **a** Schematic of the experimental design. LSM cells (1 × 10^4^) sorted from the liver of *CD45.1*^*+*^ mice (6 weeks old) were intrasplenically transferred to 5 Gy-irradiated *TCRδ*^*−/−*^ mice (6 weeks old). **b**, **c** Flow cytometry was used to detect the percentages of CD45.1^+^ donor-derived pre-γδ T cells through the detection of CD24 and CD73 (**b**) and Vγ1 or Vγ4 chains on the CD45.1^+^ donor-derived γδ T cells (**c**, *n* = 3). **d**, **e** Flow cytometry was used to detect the intracellular levels of IFN-γ and IL-17a (**d**) and the expression levels of T-bet and RORγt (**e**) in the CD45.1^+^ donor-derived γδ T cells. Statistical analysis of the percentages of IL-17a and IFN-γ in the CD45.1^+^ γδ T cells (*n* = 3–4). All results are shown as the mean ± SEM; *P < 0.05, **P < 0.01 as determined by unpaired Student’s *t*-test for two-group comparisons

### IFN-γ-producing γδ T cells can originate from fetal liver LSM cells in a thymus-independent manner

To exclude the “conventional” thymus-dependent developmental pathway, particularly the potential that cells migrate from the thymus to the liver, we transferred fetal liver LSM cells into thymectomized *TCRδ*^*−/−*^ mice and evaluated the γδ T cell reconstitution activity associated with donor LSM cells (Fig. 7a). As shown in Fig. 7b, we gated CD45.2^+^ cells in the recipient *TCRδ*^*−/−*^ mice as a negative control for γδ T cell gating and then analyzed the percentages of donor-derived CD24^+^CD73^+^ pre-γδ T cells and CD24^−^CD73^+^ mature γδ T cells by gating CD45.1^+^ γδ T cells. The results showed that LSM cells derived from the fetal liver successfully reconstituted γδ T cells (Fig. 7b). The percentage of donor-derived pre-γδ T cells in the liver was higher than those in the spleen and intestine (Fig. 7b). Moreover, donor-derived γδ T cells in the liver and spleen primarily used the Vγ1 and Vγ4 chains, whereas γδ T cells in the intestine had a low level of the Vγ4 chain (Fig. 7c). Hepatic and splenic γδ T cells reconstituted in thymectomized mice had the potent capacity to produce IFN-γ (Fig. 7d). These data showed that fetal liver LSM cells could differentiate into functional γδ T cells in a thymus-independent manner. A similar conclusion was also obtained by transferring liver Lin^−^ cells from neonatal *CD45.1*^*+*^ mice to thymectomized *CD45.2*^*+*^ mice (Supplementary Fig. S8).

**Fig. 7:**
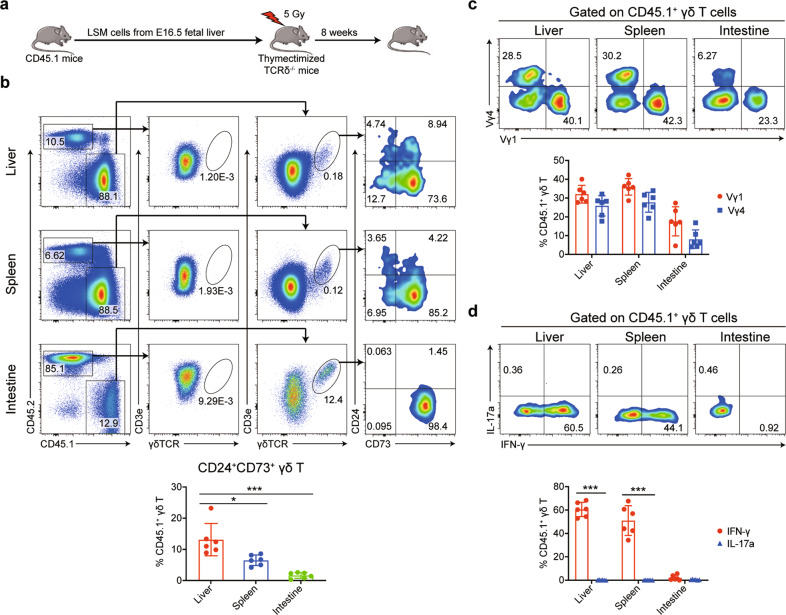
IFN-γ-producing γδ T cells can originate from fetal liver LSM cells independent of the thymus. **a** Schematic of the experimental design. Thymectomies were performed on 5–6-week-old *TCRδ*^*−/−*^ mice. Next, LSM cells (3 × 10^4^) were sorted from the E16.5 fetal liver tissue of *CD45.1*^*+*^ mice and intravenously transferred to 5 Gy-irradiated thymectomized *TCRδ*^*−/−*^ mice. **b** The negative control of γδ T cell gating was shown by gating CD45.2^+^ cells in recipient *TCRδ*^*−/−*^ mice. The percentages of donor-derived CD24^+^CD73^+^ pre-γδ T cells and CD24^−^CD73^+^ mature γδ T cells were analyzed by gating CD45.1^+^CD3e^+^γδTCR^+^ cells (*n* = 6). **c**, **d** Donor-derived CD45.1^+^ γδ T cells were further analyzed for the presence of Vγ1 or Vγ4 chains (**c**, *n* = 6) and the expression levels of IFN-γ and IL-17a (**d**, *n* = 6). All results are presented as the mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001 as determined by unpaired Student’s *t*-test for two-group comparisons or one-way ANOVA for three group comparisons

### Precursor cells from the fetal thymus develop into liver IL-17a^+^ γδ T cells

IL-17a^+^ γδ T cells have been shown to originate from early thymic progenitor cells and develop only in the fetal and perinatal thymus during a functional embryonic wave.^27^ We observed that the γδ T cells reconstituted from LSM cells (which only contain liver-specific HSPCs) derived from fetal, neonatal, or adult mice are able to secrete IFN-γ but not IL-17 (Figs. 5 and 6). These findings led us to explore whether liver-specific progenitors can only give rise to IFN-γ^+^ γδ T cells, whereas IL-17a^+^ γδ T cells originate from precursors in the thymus. We intravenously injected MNCs from the fetal liver or thymus into sublethally irradiated recipients to determine whether this was the case (Fig. 8a). We further measured the percentages of donor-derived IFN-γ^+^ γδ T and IL-17a^+^ γδ T cells after eight weeks. The results showed that the proportions of liver IL-17a^+^ γδ T cells in the recipient mice receiving fetal thymus MNC transplantations were 56.3% ± 11.2%, whereas only 3.43% ± 1.52% in the recipients receiving fetal liver MNC transplantations (Fig. 8b–d). No significant difference in the percentages of IFN-γ^+^ γδ T cells was observed between the two groups (Fig. 8e). These results suggested that the fetal thymus but not the liver contains precursors that have the potential to develop into IL-17a^+^ γδ T cells.

**Fig. 8:**
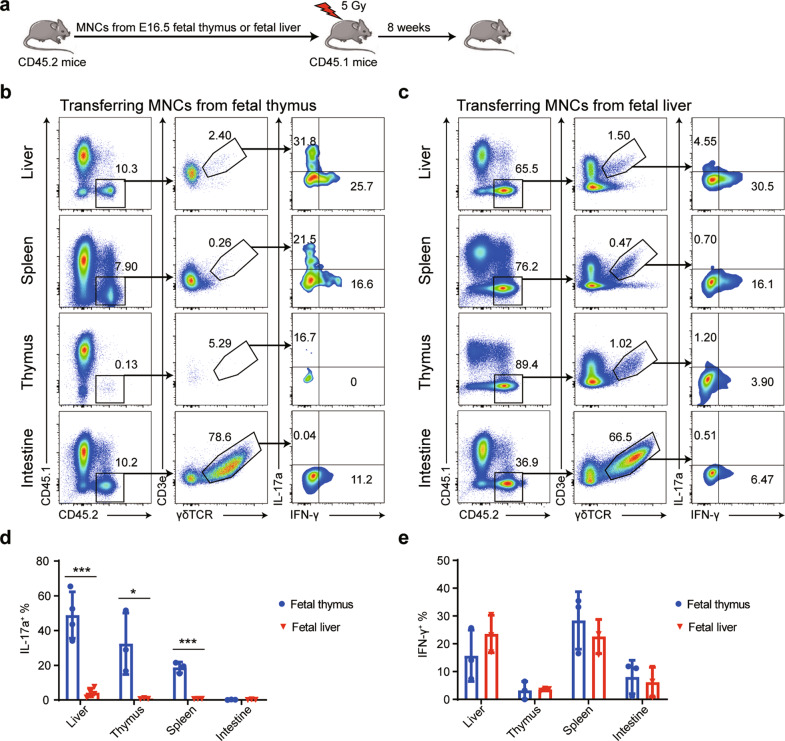
Progenitors from the fetal thymus but not the fetal liver produce liver IL-17a^+^ γδ T cells. **a** Schematic showing the experimental design. MNCs from E16.5 fetal thymus or liver (1×10^6^) tissue of *CD45.2*^*+*^ mice were intravenously transferred to 5 Gy-irradiated *CD45.1*^*+*^ mice (6–8 weeks old). **b**, **c** The proportions of CD45.1^+^ and CD45.2^+^ γδ T cells and the proportions of IFN-γ- and IL-17a-expressing CD45.1^+^ γδ T cells were detected by flow cytometry 8 weeks after cell transfer from the fetal thymus (**b**) or liver (**c**). **d**, **e** Statistical analysis of the expression of IL-17a (**d**) and IFN-γ (**e**) in the CD45.2^+^ γδ T cells in (**b**, **c**, *n* = 3–4). All results are presented as the mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001 as determined by unpaired Student’s *t*-test for two-group comparisons

## Discussion

γδ T cells are commonly believed to develop in the thymus, where CD4^−^CD8^−^ double-negative cells that receive strong TCR signaling predominantly develop into γδ T cells.^28^ Recently, increasing studies have focused on determining the developmental origins of γδ T cells, including the distinct developmental pathways and transcriptional programs associated with various γδ T subsets.^14,29–31^ To date, many questions regarding the differentiation of γδ T cells have remained unsolved, with contradictory findings and no consensus. The existence of an extrathymic developmental pathway for γδ T cells has been reported, as demonstrated in murine intestinal cryptopatches and Peyer’s patches.^10,32^ Increasing evidence has suggested that the liver contains HSPCs and liver-resident γδ T cells,^7,22^ although whether liver-resident γδ T cells could develop in the liver has not yet been explored. In the present study, we first analyzed the profiles and heterogeneity of γδ T cells, identifying eight distinct clusters, including clusters in the thymus that displayed features consistent with a developing population and a γδ T17-like cluster. The liver not only contained clusters with features similar to γδ T1, γδ T17, and γδ NKT subpopulations but also featured two unidentified clusters, C7 and C8. Notably, we identified an immature developing cluster (C3-L) in the liver, implying the existence of γδ T precursor cells in the liver. We further defined the developmental trajectory of γδ T cells based on pseudotime-based cell ordering analysis. Furthermore, we confirmed that the liver contains liver-resident pre-γδ T cells with the ability to develop into mature functional γδ T cells. Moreover, we verified that liver hematopoietic progenitor LSM cells could differentiate into pre-γδ T cells and mature γδ T cells in the liver. Importantly, our results showed that LSM cells were able to differentiate into IFN-γ^+^ γδ T cells but not into IL-17a^+^ γδ T cells, which was confirmed in thymectomized mouse models. These results suggested that IFN-γ-producing γδ T cells could originate from liver LSM cells independent of the thymus, whereas fetal thymus-derived progenitors could develop into both IFN-γ^+^ and IL-17a^+^ γδ T cells. We propose that liver pre-γδ T cells and mature γδ T cells originate from two distinct populations. One population of liver pre-γδ T cells originates from the thymus and migrates to the liver, where they further develop into IL-17a^+^ γδ T cells; another population of liver γδ T precursor cells differentiates from liver-specific LSM cells, primarily generating IFN-γ^+^ γδ T cells from the embryonic stage through adulthood (Fig. 9). To our knowledge, this is the first study to define the unique characteristics of intrahepatic γδ T cells with regard to heterogeneity, origins, and differentiation.

**Fig. 9:**
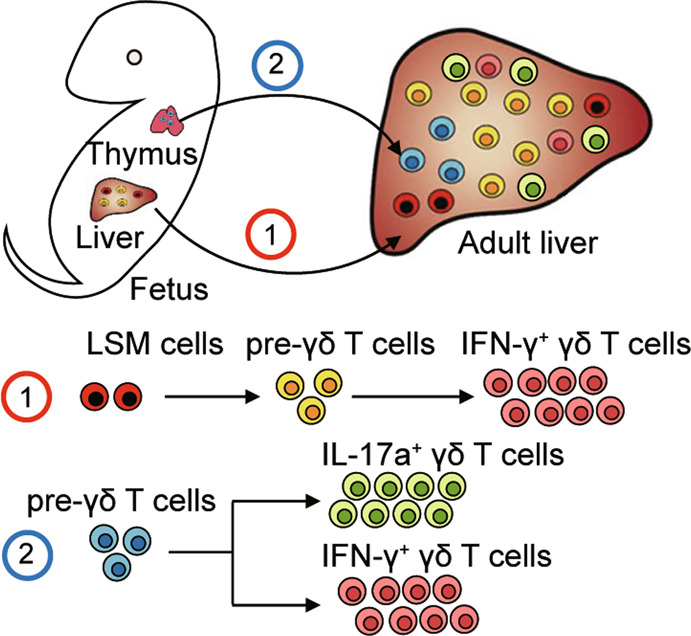
Schematic model showing the differentiation of liver LSM cells into pre-γδ T cells and IFN-γ^+^ γδ T cells in situ. Two origins exist for hepatic pre-γδ T cells and effector functional γδ T cells. ➀ γδ T cells develop in the fetal thymus and migrate to the periphery after birth. These γδ T cells can differentiate into IFN-γ^+^ and IL-17a^+^ γδ T cells. ➁ Fetal liver hematopoietic stem and progenitor LSM cells can differentiate into pre-γδ T cells and IFN-γ^+^ γδ T cells in situ, independent of the thymus. Importantly, adult liver LSM cells retain a similar developmental potential to differentiate into liver IFN-γ^+^ γδ T cells

γδ T cells are a heterogeneous population consisting of multiple subsets. Based on cytokine production, γδ T cells are commonly divided into IFN-γ-producing γδ T cells (γδ T1) and IL-17-producing γδ T cells (γδ T17). Later, other subsets, such as γδ NKT, regulatory γδ T, and memory γδ T cells, were reported.^33–35^ Some γδ T cell subsets are predominantly located in particular tissues and exhibit specific phenotypes and tissue-resident features,^7,34,36^ demonstrating the phenotypic and functional plasticity of γδ T cells. The liver is a unique immunological organ enriched with γδ T cells that play crucial roles in the maintenance of liver homeostasis and defense against infection and cancer. Using scRNA-seq analysis, we identified 6 liver γδ T cell subsets. By comparing differences in gene expression, we distinguished C6-T/L as a population of γδ T17-like cells expressing *Il17a*, *Il17f*, and *Rorc*. 

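Tbx21 was at 83.8 (77.6 to 90.4) CPM in C4-like, 100.2 (93.4 to 107) in C5-like and 109 (87.1 to 134) in C7-like hepatic cells. It was at 21.9 (16.4 to 28.5) in C6-like hepatic and 4.85 (0.587 to 17.5) in C8-like cells, and no UMI was found in C6-like thymic cells, which allows a level of up to 7.80.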

C4-L, C5-L, and C7-L expressed γδ T1 cell signature genes, including *Ifng* and *Tbx21*. C5-L and C7-L were characterized by cytotoxic γδ T cell subsets with higher expression levels of *Gzma* and *Gzmb*, whereas C4-L had some features of γδ NKT cells.^37^ In addition, we found a small population of C8-L cells, enriched in the expression of *Apoe*, *Lyz2*, *Cd74*, *Ifitm2, Cxcl2, Cst3*, and *Lst1*, which is inconsistent with known subsets. 

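Apoe, Lyz2 and Cd74 are markers that name the C8-like class, so only the other 4 genes are given. Ifitm2 (ENSMUSG00000060591) was at 1443 (1329 to 1564) CPM in the 105 C8-like hepatic cells and at most 61.6 (43.3 to 84.8) in the other named classes. Cxcl2 (ENSMUSG00000058427) was at 6492 (6248 to 6743), followed by C6-like hepatic cells at 643 (612 to 675). Cst3 (ENSMUSG00000027447) was at 3417 (3241 to 3600.1), followed again by C6-like hepatic cells at 306 (285 to 329). Lst1 (ENSMUSG00000073412) was at 1116 (1016 to 1222) and at most 10.1 (6.55 to 14.9) in the other named classes. The chemokine receptor gene printed as Ccr12 is not among the listed symbols, and Ccrl2, which is, was at 798 (714 to 889) in C8-like cells and at most 88.2 (66.0 to 115) in the other named classes. Of the myeloid genes listed before the data were examined that the study does not name, C1qa was at 1363 (1253 to 1480.4), Csf1r at 419.5 (359 to 487), Clec4f at 306 (255 to 364) and Adgre1 at 192 (152 to 239) in C8-like cells.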

*Lyz2* encodes lysozyme C-2, which has a bacteriolytic function, and *Ifitm2* encodes interferon-induced transmembrane protein 2, which inhibits viral entry into host cells. Thus, we speculate that C8-L may represent a novel γδ T cell subset that exerts antimicrobial and antiviral activity. However, due to the too low proportion of cells in this subset, we could not exclude the possibility that this cluster represents a doublet or technical artifact, requiring further verification. Collectively, the heterogeneity of liver γδ T cells suggests that hepatic γδ T cells play a variety of critical roles in immune defenses, immunosurveillance, and immune homeostasis.

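Cd3e, Cd3d and Cd3g together were at 846 CPM in C8-like hepatic cells, a proportion of 0.216 (0.194 to 0.240) of the 3914 in the other hepatic T cell classes. The median was 3069 UMIs per cell in C8-like cells and 2737 in the other classes. After thinning to 1500 UMIs, 52 of 105 C8-like cells, 49.5% (39.6% to 59.5%), had no UMI of these genes, and 3 reached the mean of the other classes of 5.92 UMIs.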

Researchers have long attempted to determine the developmental and differentiation pathways associated with γδ T cells. Although several models have been proposed to explain the intrathymic γδ T cell commitment process, the underlying mechanistic differentiation programs have remained largely unclear. Based on our scRNA-seq analysis, we identified that the C1-T, C2-T, and C3-T in the thymus were likely developing cells representing the early stages of γδ T cell development. The pseudotime-based cell ordering analysis further facilitated the visualization of the developmental and differentiation trajectory: C1-T → C2-T → C3-T/L → C4/5/7-L or C6-T/L/C8-L. C1-T γδ T progenitor cells develop through the C2-T intermediate stage into C3-T/L γδ T precursor cells. C3-T/L precursor cells were positioned at the point of developmental divergence and were able to generate C4-L, C5-L, or C7-L subsets or give rise to C6-T/L or C8-L subpopulations. This defined developmental trajectory is consistent with related studies based on gene profiles and successive changes in gene expression.^13,14^ The high expression level of *Cd24a* and the lack of *Nt5e* expression in C1-T cells were consistent with the previously reported CD24^hi^CD73^−^ phenotype of γδ T progenitor cells.^20^ *Nt5e* encodes CD73, a TCR ligand-induced cell surface protein, and almost no *Nt5e* was detected in C1-T and C2-T, indicating that C2-T is located at the developmental stage before TCR selection. *Nt5e* is upregulated in C3-T/L, suggesting the acquisition of TCR signaling. From C1-T to C2-T, C3-T/L and C4-L, C5-L or C6-T/L, the expression level of *CD24a* decreased sequentially, consistent with the expression pattern (from CD24^high^ to CD24^low^) observed during the differentiation and developmental process of progenitor, precursor, immature, and mature γδ T cells.^13,28^ These results suggest that the pseudotemporal maturation trajectory is theoretically appropriate. However, the accuracy and reliability of the trajectory require further confirmation and may be readjusted with the collection of experimental data.

The fetal liver is the major hematopoietic organ. After birth, HPSCs migrate to and reside in the bone marrow. However, the adult liver continues to retains a small population of LSM cells, which have the capacity for hematopoietic reconstitution and can further differentiate into mature immune cells.^24,25^ γδ T cells primarily develop in the fetal thymus and migrate into the periphery after birth. Several studies have shown that γδ T cells may develop and differentiate outside of the thymus. A typical example is the intestinal mucosa, including cryptopatches and Peyer’s patches, where extrathymic γδ T (γδ IEL) development occurs depending on the secretion of the cytokine IL-7 and stem cell factor (SCF) from the epithelial cells of the small intestine.^32^ Similar to the thymus and small intestine, the liver microenvironment supports hematopoiesis and lymphocyte differentiation by secreting hematopoiesis-promoting cytokines, such as IL-7 and SCF.^12,38^ Whether liver-specific LSM cells can differentiate into intrahepatic γδ T cells in situ remains unknown. In the present study, based on the scRNA-seq analysis, we found that γδ T precursor cells (C3-T/L) exist not only in the thymus but also in the liver. The existence of pre-γδ T cells was confirmed by flow cytometric detection of CD24 and CD73 expression. We confirmed that both hepatic CD24^+^CD73^+^ pre-γδ T cells and liver-specific LSM cells could differentiate into mature functional γδ T cells. However, γδ T cells differentiated from LSM cells have the capacity to secrete IFN-γ but not IL-17a, whereas fetal thymus-derived progenitor cells primarily develop into IL-17a-producing γδ T cells. In a thymectomized mouse model, we further confirmed that hepatic pre-γδ T cells and IFN-γ-producing mature γδ T cells could develop from liver LSM cells in a thymus-independent manner. These results suggested that liver pre-γδ T cells and mature γδ T cells may originate from two populations. In the thymus, γδ T progenitor cells (C1-T) differentiate into the pre-γδ T cell stage (C3-T), some of which further differentiate into γδ T17 cells in the thymus and migrate to the periphery, whereas others migrate into and then reside in the liver, where they further develop into IL-17a^+^ γδ T cells. In the liver, another population of liver γδ T precursor cells primarily develops into IFN-γ^+^ γδ T cells and differentiates from liver-specific LSM cells from the embryonic stage through adulthood. Similarly, liver IL-17-producing γδ T cells and some populations of IFN-γ-producing γδ T cells may not share developmental origins. Liver IL-17-producing γδ T cells originate from the thymus, whereas a subpopulation of IFN-γ-producing γδ T cells likely originates from liver LSM cells, although others may also develop from the thymus. By comparing the phenotypes of the thymus and liver pre-γδ T cells, we observed distinct features associated with hepatic pre-γδ T cells. As shown in Fig. 3e, the thymus- and spleen-derived pre-γδ T cells had a CD27^+^CD44^+/lo^ phenotype, whereas the liver pre-γδ T cells were primarily CD27^−^CD44^hi/+^, indicating that most liver pre-γδ T cells might not migrate from the thymus, consistent with the results of the parabiosis model. Together, our findings provide clues to support two potential origins for hepatic pre-γδ T cells and indicate that the liver is a critical site for the extrathymic development of γδ T cells, although the exact developmental mechanism and program remain to be further clarified.

IL-17a^+^ γδ T cells have long been known to develop exclusively in the embryonic or perinatal thymus through a pre-programmed effector fate, and these cells persist in adult mice as self-renewing, long-lived cells.^27,29,39,40^ Our results showed that precursors from the fetal thymus develop into IL-17a^+^ γδ T cells, consistent with previous studies. These findings support the view that IL-17a-producing γδ T cells do not share developmental origins with IFN-γ-producing γδ T cells. We propose that liver IL-17-producing γδ T cells originate from the fetal thymus, whereas at least some subpopulations of IFN-γ-producing γδ T cells originate from liver LSM cells, although others develop from the thymus. Thus, we revised the pseudotemporal ordering of γδ T cells that differentiate from progenitor cells in the fetal thymus as follows: C1-T → C2-T → C3-T/L → C4/5/7-L and C6-T/L. Several recent studies have proposed that γδ T17 cells may have distinct progenitors from other γδ T cell subsets (γδ T1 and γδ NKT cells). γδ T17 progenitor cells may originate before the expression of TCRγδ and thus have different developmental potentials.^13,14,29^ Whether liver IL-17-producing γδ T cells can develop from TCRγδ-negative progenitors requires further investigation. The question of why LSM-derived γδ T cells have different features and predominantly produce IFN-γ but not IL-17a requires further investigation. We postulate that such differences might stem from both intrinsic and extrinsic factors. On the one hand, distinct properties that distinguish LSM and thymus-derived progenitor or precursor cells might determine their different developmental fates. Figure 2d shows the differentially expressed genes between these cell types, including genes encoding transcription factors, key molecules, and receptors, all of which might contribute to different fates for γδ T cell development and differentiation. On the other hand, differences in the liver and thymus microenvironments may provide different signals, which may be necessary for progenitor cell acquisition of cytokine-secreting effector fates.

In summary, our study comprehensively deciphered and identified distinct hepatic γδ T cell subsets and their characteristics. We revealed the developmental trajectory of γδ T cells. More importantly, we provided evidence that the liver is a site of extrathymic γδ T cell development. Liver LSM-derived γδ T cells differentiate through distinct developmental pathways and cytokine-secreting effector fates compared with γδ T cells that originate from the thymus. More evidence is needed to better dissect the developmental program and related mechanisms. The relative contributions of liver-derived and thymus-derived precursors to the seeding of the liver under normal circumstances must be determined. However, currently available experimental techniques and tools may not be equipped for this level of detail. In vivo fate mapping systems may provide more definitive and physiologically relevant insights into the behavioral dynamics and footprints of cellular differentiation pathways associated with stem and progenitor cells in vivo.^41^ Unfortunately, no specific gene or marker has yet been identified that can be used to trace liver-derived LSM cells. Further determination of the functional divisions and contributions (such as maintaining immune tolerance or exerting immune surveillance) between liver- and thymus-derived γδ T cell populations in normal and disease conditions should be explored. However, the present study demonstrated that examining the heterogeneity and unique developmental features of hepatic γδ T cells could offer insight into their critical roles in diverse immune effector functions and liver-related diseases.

## Supplementary information

Supplementary Tables and Figures

# Supplementary material for: Single-cell analysis reveals the origins and intrahepatic development of liver-resident IFN-γ-producing γδ T cells
**Source:** Cell Mol Immunol. 2021 Mar 10;18(4):954–68. doi: 10.1038/s41423-021-00656-1
**Supplement:** Supplementary file 1 — Supplementary Tables and Figures

**Single-cell analysis reveals the origins and intrahepatic development of liver-resident IFN-γ-producing γδ T cells**

Yuan Hu^1^, Keke Fang^1^, Yanan Wang^1^, Nan Lu^2^, Haoyu Sun^3^, Cai Zhang^1^

**Supplemental Table 1. Antibody information**

| Antibodies |  |  |
| --- | --- | --- |
| PE/CF594 anti-mouse CD45.1 antibody | BD | Cat#562452 |
| PerCP/Cy5.5 anti-mouse CD3e antibody | eBioscience | Cat#45-0031-82 |
| APC/eFlu780 CD24 antibody | eBioscience | Cat#47-0242-82 |
| PE CD27 antibody | eBioscience | Cat#12-0271-82 |
| eFlu450 anti-mouse CD73 antibody | eBioscience | Cat#48-0731-82 |
| PerCP/eFlu710 anti-mouse CD73 antibody | eBioscience | Cat#46-0731-80 |
| PE/Cy7 anti-human/mouse T-bet antibody | eBioscience | Cat#25-5825-82 |
| PE/eFlu610 anti-mouse RORγt antibody | eBioscience | Cat#61-6981-82 |
| FITC anti-mouse Ly-6G/Ly-6C (Gr-1) antibody | eBioscience | Cat#11-5931-82 |
| PE/Cy7 anti-mouse Ly-6C antibody | eBioscience | Cat#25-5932-80 |
| PE anti-mouse FOXP3 antibody | eBioscience | Cat#12-5773-80 |
| Fixable Viability Dye eFluor 506 | eBioscience | Cat#65-0863-18 |
| FITC anti-mouse CD24 antibody | Biolegend | Cat#101806 |
| Fluor 700 an Alexa ti-mouse CD45.2 antibody | Biolegend | Cat#109822 |
| PE/Cy7 anti-mouse CD3 antibody | Biolegend | Cat#100220 |
| PerCP/Cy5.5 anti-mouse CD3e antibody | Biolegend | Cat#100328 |
| FITC anti-mouse CD19 antibody | Biolegend | Cat#115506 |
| FITC anti-mouse/human CD44 antibody | Biolegend | Cat#103006 |
| APC anti-mouse CD45.2 antibody | Biolegend | Cat#109814 |
| APC anti-mouse TCRγ/δ antibody | Biolegend | Cat#118116 |
| PE/Cy7 anti-mouse TCR γ/δ antibody | Biolegend | Cat#118124 |
| APC anti-mouse TCR Vγ1/Cr4 antibody | Biolegend | Cat#141107 |
| FITC anti-mouse TCR Vγ4 antibody | Biolegend | Cat#137704 |
| APC anti-mouse Ly-6A/E (Sca-1) antibody | Biolegend | Cat#108112 |
| PE anti-mouse/human CD11b antibody | Biolegend | Cat#101208 |
| FITC anti-mouse CD11c antibody | Biolegend | Cat#117306 |
| FITC anti-mouse NK1.1 antibody | Biolegend | Cat#108705 |
| FITC anti-mouse Ter119 antibody | Biolegend | Cat#116205 |
| PE anti-mouse IFN-γ antibody | Biolegend | Cat#505808 |
| PE/Dazzle 594 anti-mouse IFN-γ antibody | Biolegend | Cat#505845 |
| BV421 anti-mouse IL-17a antibody | Biolegend | Cat#506926 |
| PE/Dazzle 594 anti-mouse IL-17a antibody | Biolegend | Cat#506938 |

**Supplemental Table 2. The cell counts and purity of clusters acquired from single-cell RNA sequencing**

|  | **C1** | **C2** | **C3** | **C4** | **C5** | **C6** | **C7** | **C8** | **Total** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Thymus | 1081  (60.5%) | 405  (22.7%) | 173  (9.68%) | 4  (0.22%) | 15  (0.84%) | 105  (5.88%) | 2  (0.11%) | 2  (0.11%) | 1787  (100%) |
| Liver | 0  (0%) | 19  (0.33%) | 542  (9.36%) | 1839 (31.8%) | 2656  (45.8%) | 455  (7.86%) | 177  (3.06%) | 102  (1.76%) | 5790  (100%) |

**Supplemental Figures**

**
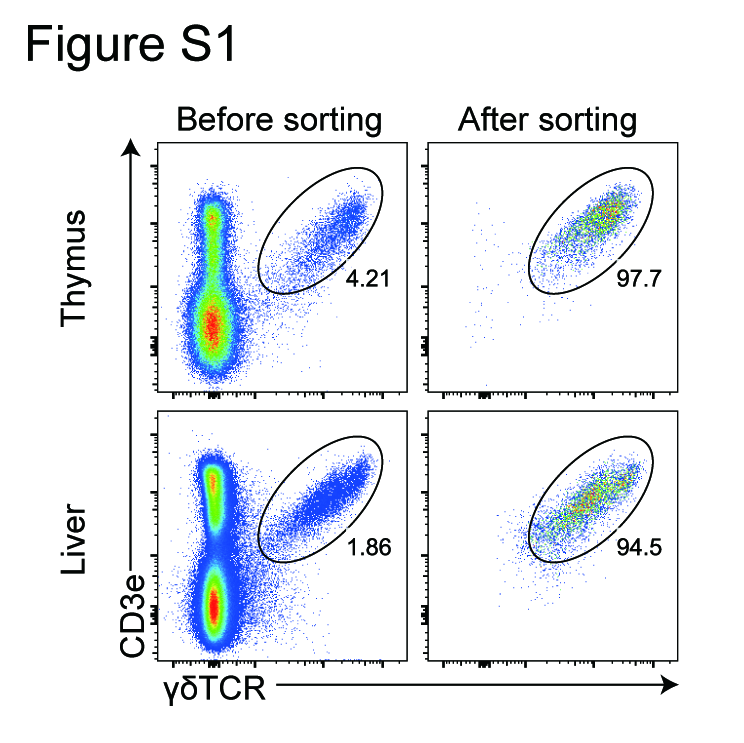
**

**Supplemental Figure 1. The purity of sorted γδ T cells.** γδ T cells were sorted from thymus and liver tissue for single-cell RNA sequencing. The purity was 97.7% for thymic γδ T cells and 94.5% for hepatic γδ T cells.

**
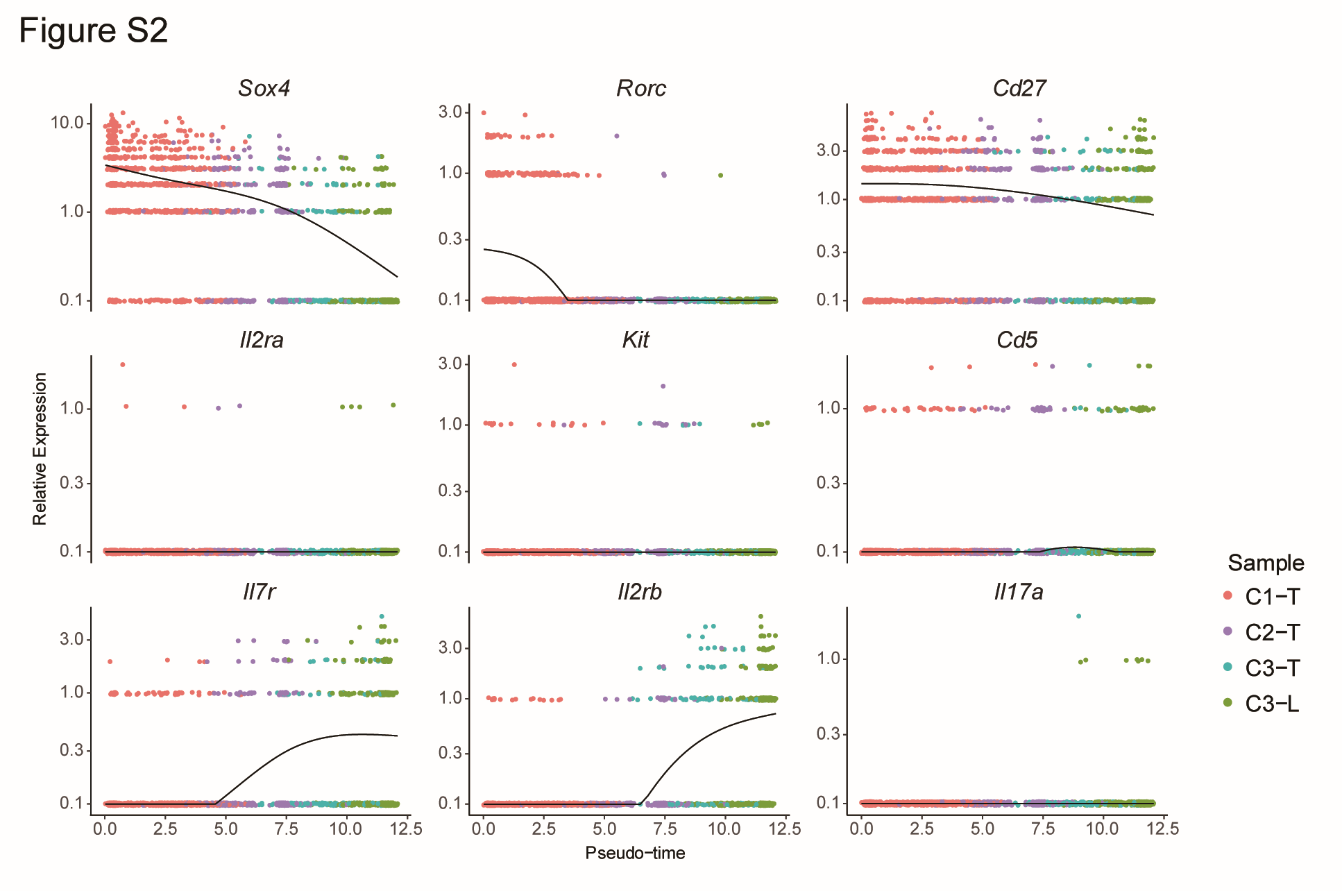
**

**Supplemental Figure 2. The expression trajectories of selected genes were analyzed by pseudotemporal ordering.** The expression trajectories of selected genes, including *Sox4*, *Rorc*, *Cd27*, *Il2ra*, *Kit*, Cd5, *Il7r*, *Il2rb,* and *Il17a*, were analyzed by pseudotemporal ordering among C1-T, C2-T, C3-T, and C3-L.

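Cd27 along C1-like thymic, cluster 5 thymic and C3-like thymic cells went to 489.6 (466 to 515) and 233 (196 to 275) CPM after the first class, and was at 248 (232 to 265) in C3-like hepatic cells. Il2rb rose from 16.4 (13.9 to 19.1) in C1-like thymic cells over 95.8 (85.3 to 107) in cluster 5 to 249.6 (211 to 293) in C3-like thymic cells. Kit was at 7.15 (5.56 to 9.05) in C1-like thymic cells, 28.9 (23.3 to 35.4) in cluster 5, 1.66 (0.0421 to 9.27) in C3-like thymic and 3.96 (2.16 to 6.64) in C3-like hepatic cells. Cd5 was at 24.9 (21.8 to 28.2), 45.5 (38.4 to 53.6), 26.6 (15.2 to 43.2) and 39.9 (33.6 to 47.0) in the same order. Il2ra stayed at or under 8.20 (5.49 to 11.8) in all 4 groups. Il7r, which names the C6-like class but none of these 4 groups, was at 34.8 (31.2 to 38.7), 107 (95.7 to 119), 266 (227 to 311) and 193 (178 to 208). Il17a, another marker of the C6-like class, was at 1.86 (1.11 to 2.95), 0.628 (0.0761 to 2.27), 0 (up to 6.14) and 9.33 (6.42 to 13.1), the last within the counting error of C4-like hepatic cells at 12.0 (9.73 to 14.6) and thus at the background of the liver library.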

**
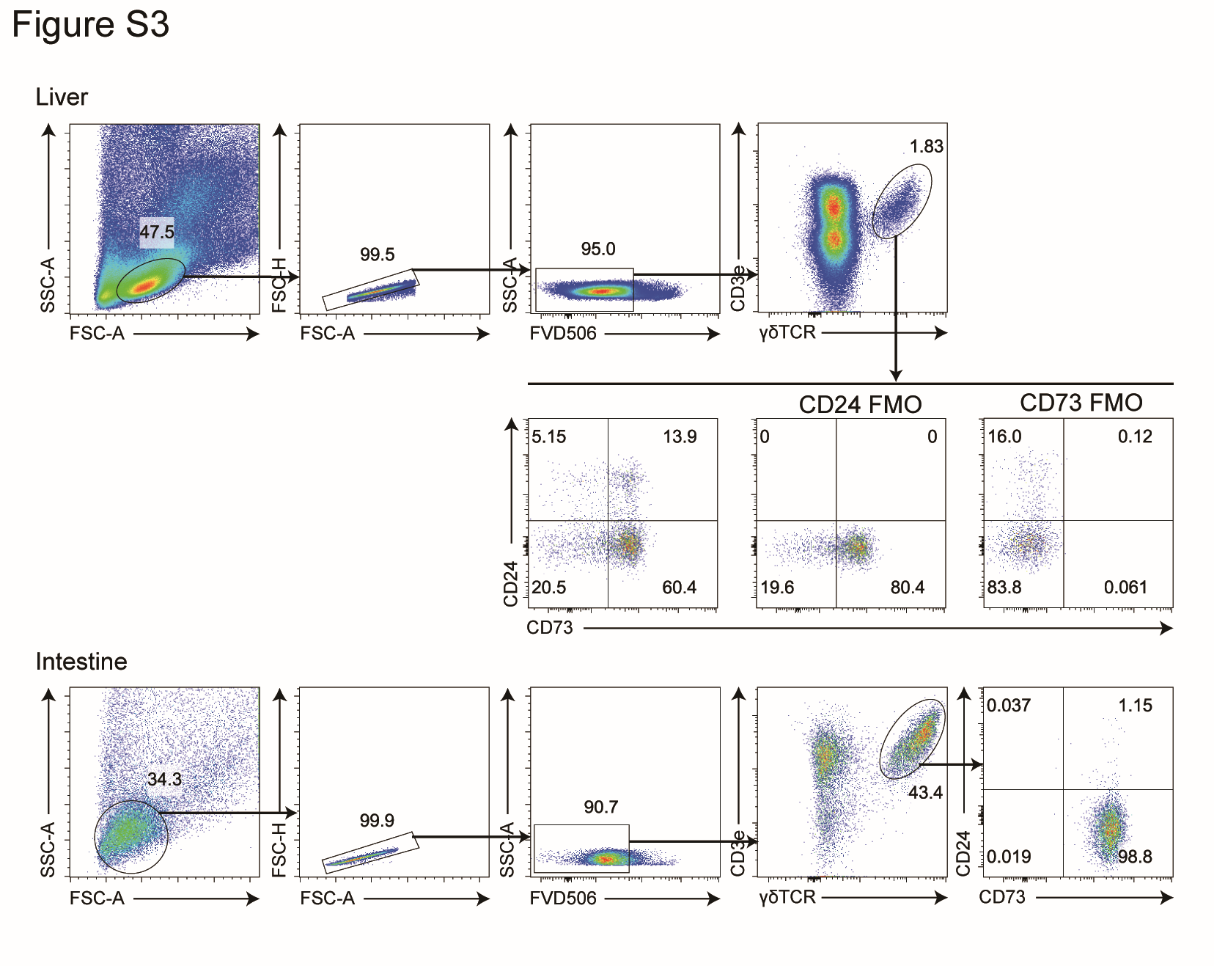
**

**Supplemental Figure S3. The gating strategy for liver and intestinal γδ T precursor cells.** First, we gated lymphocytes. Second, single-cells were gated through FSC-A and FSC-H. Dead cells were excluded by FVD 506 staining. Next, we gated CD3e^+^ and γδTCR^+^ cells as γδ T cells to further analyze the expression of CD24 and CD73. CD24 and CD73 FMO controls were used to confirming the gating sites. We adjusted the CD3e^+^γδTCR^+^ gating position for intestinal cells due to different expression patterns of CD3e and γδTCR compared with liver, spleen, and thymus cells.

**
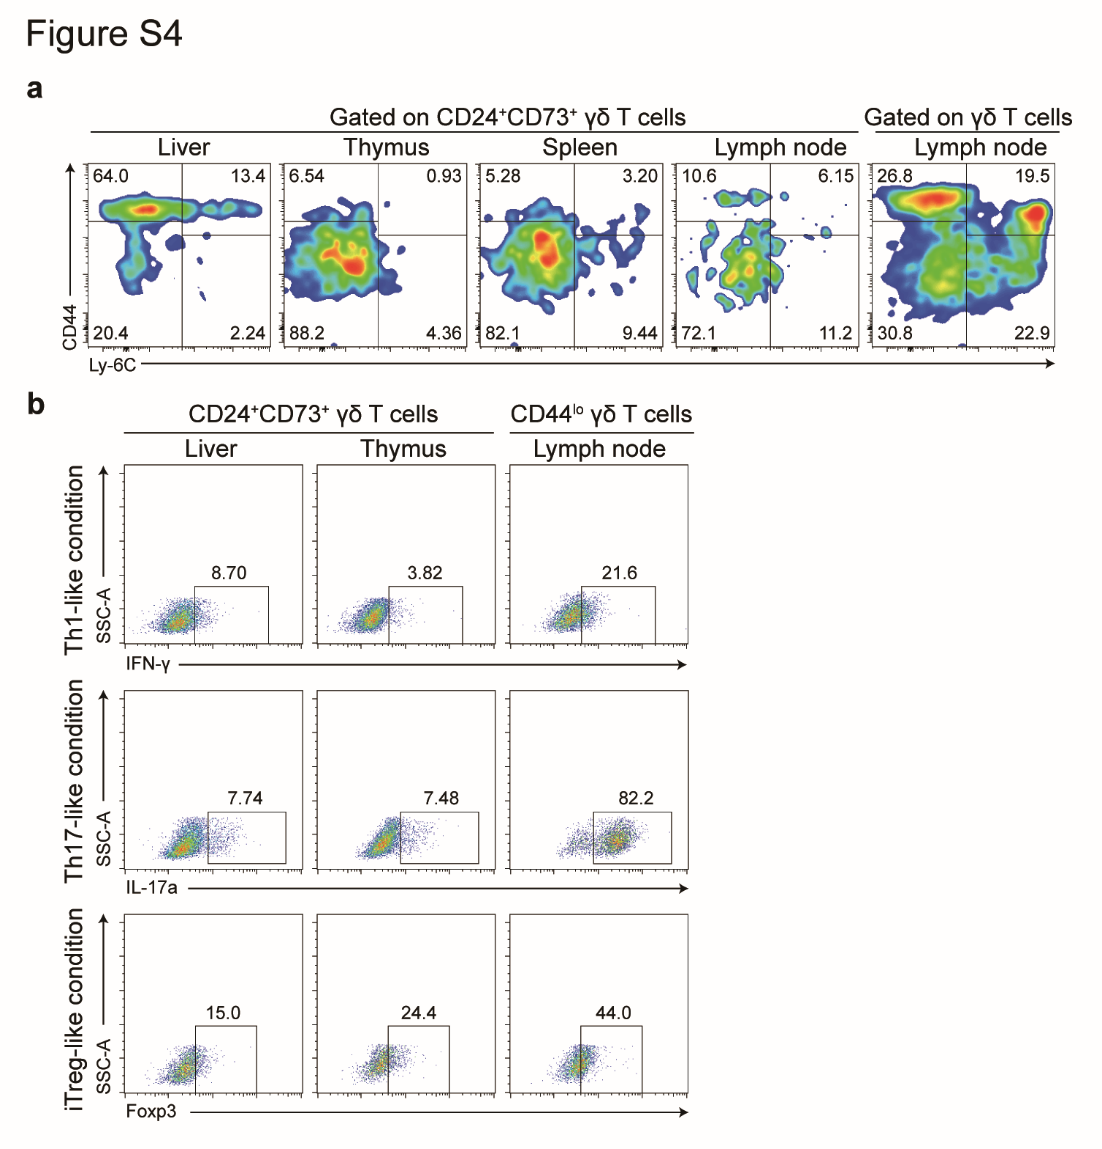
**

**Supplemental Figure S4. Hepatic CD24^+^CD73^+^ γδ T cells are not a subset of naïve-like γδ T cells. a** Flow cytometry was applied to analyze the expression of CD44 and Ly-6C on CD24^+^CD73^+^ γδ T cells from the liver, thymus, spleen, and lymph node. **b** To assess the plasticity of pre-γδ T cells, *in vitro* polarization assays were performed. CD24^+^CD73^+^ pre-γδ T cells from the thymus and liver as well as CD44^lo^ naïve γδ T cells from the lymph node were sorted by flow cytometry and then stimulated for 4 days with coated anti-CD3 (clone 145.2C11) and anti-CD28 (clone 37.51) antibodies, both at 4 μg/mL, in the presence of human IL-2 (13 ng/mL) and mouse IL-12 (10 ng/mL) to create Th1-like conditions; in the presence of anti-IFN-γ (clone R4-6A2) neutralizing antibody (5 μg/mL), mouse IL-6 (20 ng/mL), mouse IL-23 (10 ng/mL), and human TGF-β1 (10 ng/mL) to create Th17-like conditions; and in the presence of human IL-2 (13 ng/mL) and human TGF-β1 (10 ng/mL) to create iTreg-like conditions. The expression levels of IFN-γ, IL-17a, and Foxp3 were measured.

**
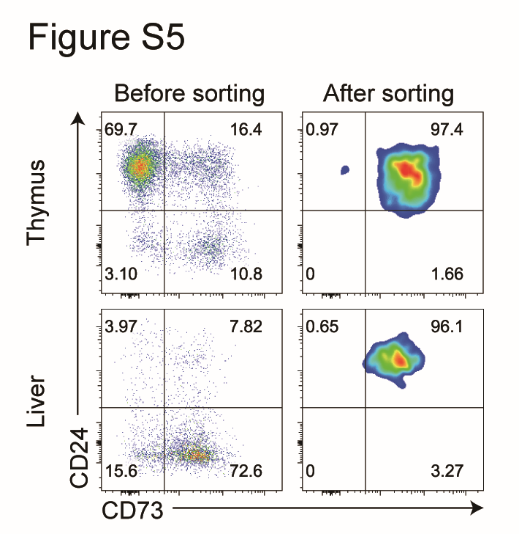
**

**Supplemental Figure 5. The purity of sorted CD24^+^CD73^+^ γδ T cells.** The purity of CD24^+^CD73^+^ γδ T cells sorted from the thymus or liver was 97.4% or 96.1%, respectively.

**
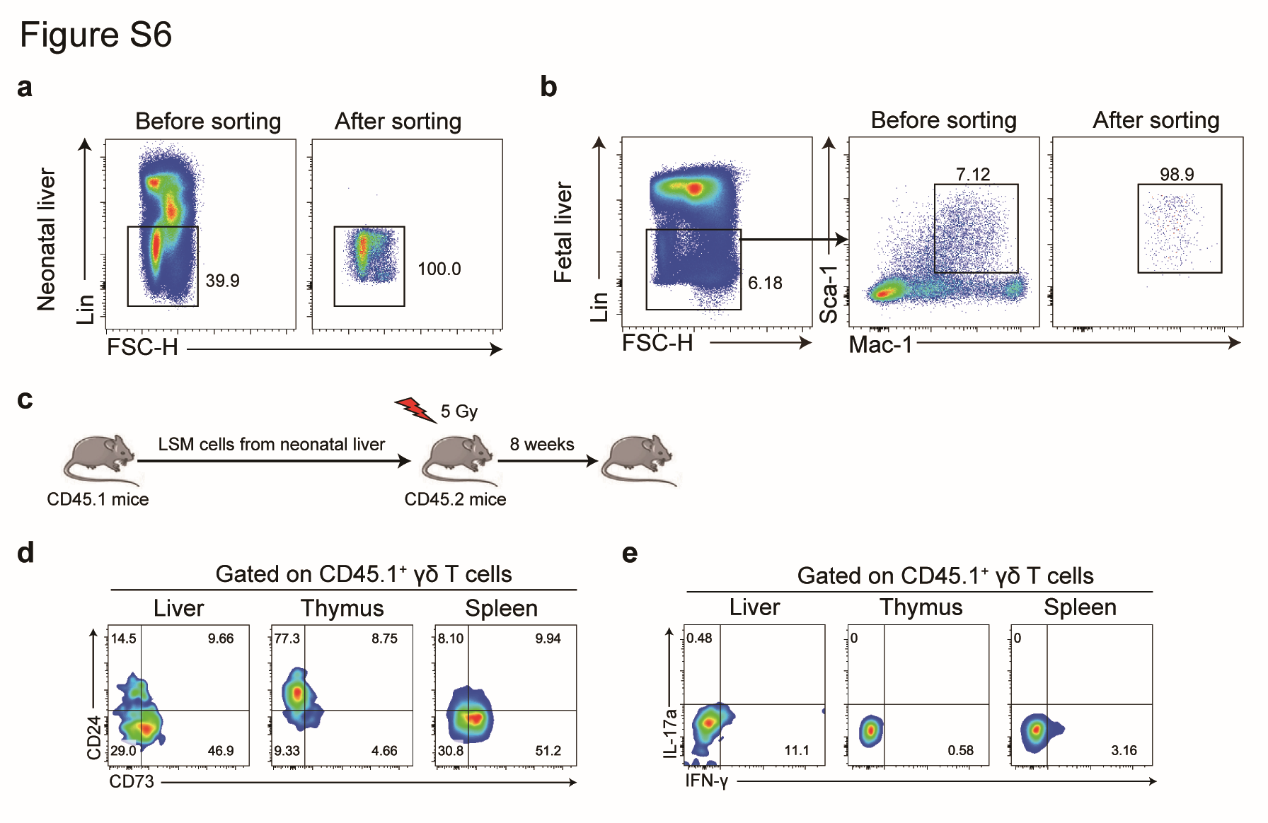
**

**Supplemental Figure S6. Neonatal liver hematopoietic progenitor LSM cells differentiate into IFN-γ^+^ γδ T cells. a** The purity of sorted neonatal liver lin^−^ cells was 100%. **b** The purity of sorted E16.5 fetal liver LSM cells was 98.9%. **c** Schematic of the experimental design. LSM cells (1 × 10^4^) sorted from neonatal fetal liver tissue from *CD45.1^+^* mice were intrasplenically transferred into 5 Gy-irradiated *CD45.2^+^* mice. **d** and **e** Flow cytometry was used to analyze the percentages of pre-γδ T cells and mature γδ T cells (**d**), IFN-γ and IL-17a (**e**) in CD45.1^+^ donor-derived γδ T cells 8 weeks after cell transfer.

**
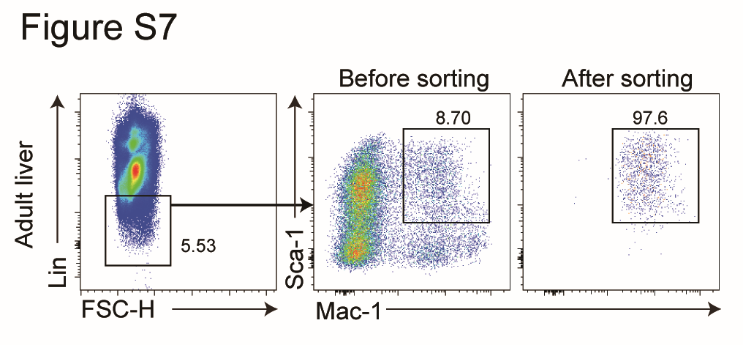
**

**Supplemental Figure 7. The purity of sorted adult liver LSM** **cells.** The purity of sorted adult liver LSM cells was 97.6%.

**
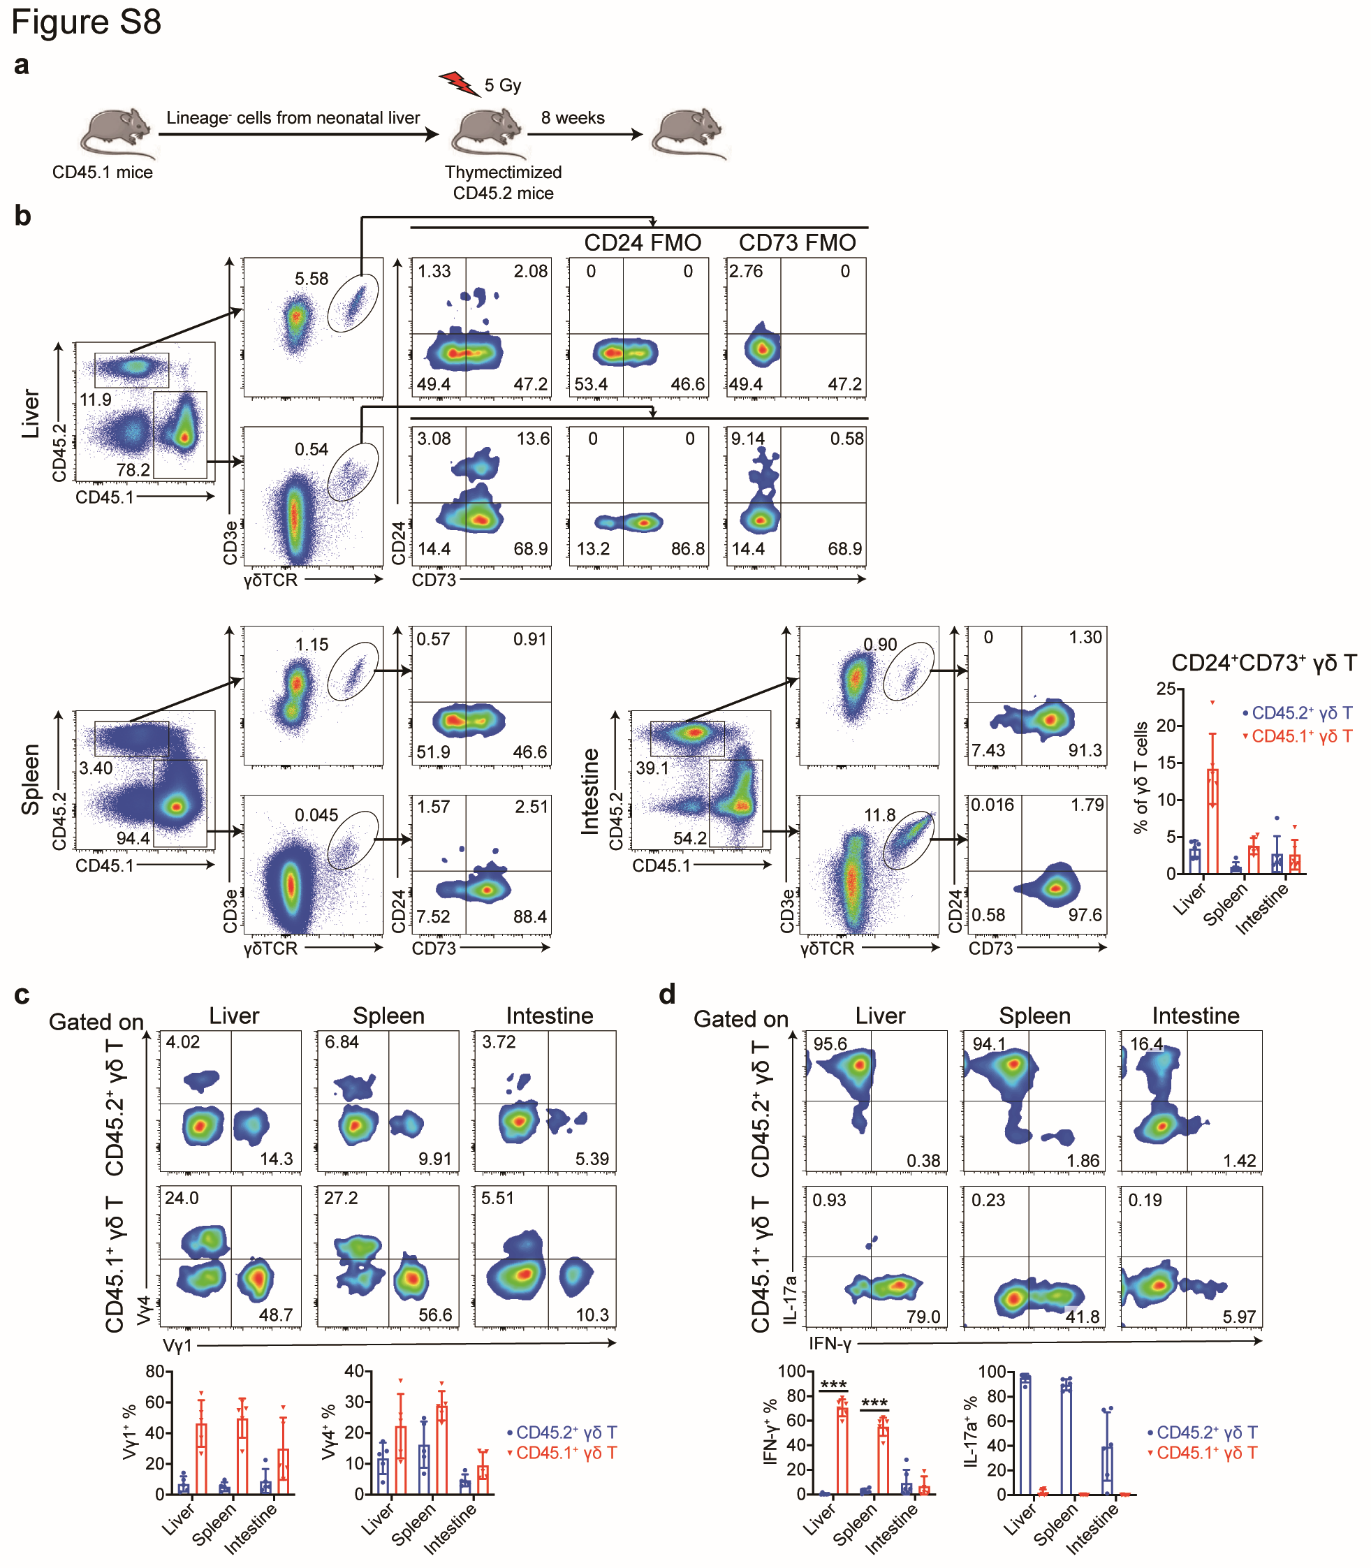
**

**Supplemental Figure S8. IFN-γ-producing γδ T cells can originate from neonatal liver Lin^−^ cells independent of the thymus. a** Schematic of the experimental design. Thymectomies were performed on 5–6-week-old *CD45.2^+^* mice. Lin^−^ cells (1 × 10^5^) sorted from neonatal livers of *CD45.1^+^* mice were intravenously transferred into 5 Gy-irradiated thymectomized *CD45.2^+^* mice. **b–d** Flow cytometry detected the expression of CD24 and CD73 to analyze the percentages of pre-γδ T cells and mature γδ T cells (**b**), the use of Vγ1 or Vγ4 chains (**c**), and the percentages of IFN-γ and IL-17a (**d**) in donor-derived or recipient γδ T cells. Statistical analysis for the percentages of IL-17a and IFN-γ in CD45.1^+^ or CD45.2^+^ γδ T cells (n = 6). All results are presented as the mean ± SEM; *, *P* < 0.05, **, *P* < 0.01, ***, *P* < 0.001 as determined by unpaired Student’s *t*-test for two-group comparisons.

How the deposited data were processed for this re-analysis (not part of the article)

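Single-cell RNA was measured in 1 library of γδ T cells sorted from the liver and 1 library sorted from the thymus of mice aged 8 weeks. The authors prepared the libraries with droplet-based 3′ chemistry and deposited raw UMI counts per gene and cell barcode, without normalization. How the reads were aligned, and to which genome build and annotation, is not named in the paper's text, so no coordinates are given. The 27998 genes are listed by symbol and Ensembl identifier, and 56 symbols belong to several identifiers. The flow cytometry, transfer and transplantation experiments of the paper are not analysed here.

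Cells were kept with 800 to 4000 detected genes, at most 6% mitochondrial UMIs and at most 50% ribosomal-protein UMIs. Both libraries were normalized and clustered together in Seurat 5.3.0 under R 4.3.3, with LogNormalize, 2000 variable genes, 30 principal components and Louvain clustering at resolution 0.6. The 90 genes of the paper's statements were taken out of the variable genes before the principal components, which left 1934. Scrublet, as in scanpy 1.11.5, was run with an expected doublet share of 5%. Its automatic threshold marked under 1% of the cells of either library, so it has not worked, and doublets were kept. An alternative removed the cells with the highest Scrublet scores, a share that grows with the number of recovered cells.

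A cluster took the name of the class whose markers had the highest mean log2 ratio between the cluster and the other clusters, computed with 10 CPM added. The mean had to reach 0.5 and lead the next class by 0.2, with at least 3 markers detected. A cluster stayed without a name when at least 2 of its 10 leading genes, taken among genes with at least 50 CPM, belonged to 1 of the lists of B cell, erythroid, cell cycle or interferon genes, or when they held more markers of another class than of its own. The markers were listed before the data were examined, and these limits were chosen after the clusters had been seen. The limit of 0.2 and the 3 hemoglobin genes among its leading genes each keep cluster 5, with 22.8% of the thymic and 0.830% of the hepatic cells, out of the C3-like class.

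Levels are CPM, the UMIs of a gene summed over the cells of a class in a library and scaled to a total of 1000000 UMIs, with exact Poisson 95% intervals. Ratios carry exact conditional binomial intervals, and shares of cells exact binomial intervals. The interval of the median over a list of genes comes from redrawn Poisson counts. All of these cover counting error only, and 1 library per tissue allows no test between tissues. Classes with fewer than 20 cells in a library have no level there. Shares of cells with a UMI were taken after each cell was thinned at random to 1500 UMIs (seed 11), and shallower cells were left out. Lists of genes were set against 10000 random lists, drawn for each gene from a window of up to 50 ranks of mean level on either side. The window included the gene itself. The ranks were taken among genes with at least 50 UMIs over both groups, without mitochondrial and ribosomal-protein genes.

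Diffusion pseudotime was computed with numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0, from 30 nearest neighbours and 10 diffusion components. Tables were handled with pandas 2.3.3 under Python 3.11.15 and plots drawn with matplotlib 3.10.9. The pseudotime of the paper was made with another program, so positions cannot be compared one by one.

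The genes reported are those that the paper names for the single-cell data, those of marker lists set before the data were examined, and, for C3-like hepatic against C3-like thymic cells, the 5 largest log2 ratios in each direction. These were taken among genes with at least 100 CPM in the higher group and at least 50 UMIs over both, without mitochondrial and ribosomal-protein genes. Of 161 genes in the lists, 151 were found. The absent ones were Ighm, Igkc, Itgam, Trac, Trbc1, Trbc2, Trdc, Trgc1, Trgc2 and Trgc4, so a planned test for αβ T cells among the C4-like cells could not be run. The levels of 2 genes that the paper names are not reported here, and counts over genes leave them out. The list of 14 immediate-early and heat shock genes was written after the comparison of C3-like cells had been seen, and a list of 40 interferon-induced genes after the clusters had been seen. Of the latter, 25 were tested, those outside the variable genes with at least 50 UMIs over the hepatic cells.

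Alternatives changed 1 choice at a time: resolution 0.4 or 0.8, 20 principal components, 3000 variable genes, no gene left out, the naming markers left out as well, at least 500 genes per cell, at most 10% mitochondrial UMIs, doublets called by Scrublet removed, each library clustered alone, the mean of the cells' own CPM, cells thinned to 1500 UMIs, levels without mitochondrial and ribosomal-protein genes, 15 nearest neighbours and 5 diffusion components. Those that removed the highest Scrublet scores or counted cluster 5 as C3-like were added after the data had been seen. With each library clustered alone, a cluster took the class that most of its cells had in the main setting, not a name from markers.

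The computations were tested on simulated data. For the comparison of C3-like cells, with 5771 genes of which 200 were changed by a log2 ratio of 1 or -1, the median estimates were 0.98 and -0.98, the sign was right for 98.5% of the changed genes, and 96.6% of the intervals held the true value. With counts redrawn at lower depth for 27998 genes, 12 of 12 clusters kept their names or stayed without one, and with shuffled gene names 0 of 12 clusters were named. The pseudotime of 1500 simulated cells had a Spearman correlation of 0.988 with the true order. Of 2000 simulated shares and as many levels, 97.0% and 96.2% of the intervals held the true value. Gene ontology enrichment is not analysed here.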

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

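The signals below lie outside the genes and cells that the paper discusses and exceed the limit that a count of 0 allows. Every test named here was chosen only after the result was seen. The 2 tissues are the only condition in the design, each with 1 library, so a difference between tissues was not tested as a biological explanation and stays open throughout.

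Cluster 7, led by cell cycle genes such as Birc5 and Ccna2, held 8.50% of the thymic cells. With the naming markers also left out of the variable genes, its share was 13.4%. Mki67 was at 10.0 times the level of the cluster with the next highest level, but cell cycle genes set this cluster apart, so this ratio does not test doublets. The cells of cluster 7 had a median of 7885 UMIs in the thymus, against 3271 in C1-like thymic cells, and doublets stay open. That these are dividing thymic γδ T cells is a hypothesis.

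Cluster 10, led by interferon-induced genes, held 0.978% of the hepatic cells. The lower of the ratios of Isg15 and Ifit3 over the cluster with the next highest level was 5.52, but such genes set this cluster apart, so this ratio alone does not test free RNA. The same free RNA in every droplet is argued against by 25 other interferon-induced genes that were not among the variable genes, whose median log2 ratio over the other hepatic cells was 1.80 (1.60 to 1.96), with 25 of 25 higher beyond counting error. No other technical explanation and no biological explanation was tested for these cells.

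Cluster 11, led by the B cell genes Cd79a and Ms4a1, held 0.198% of the hepatic cells, 16 in number. B cells alone that passed the sort are argued against by Cd3e, Cd3d and Cd3g together, which stood at 0.612 (0.509 to 0.731) of the level in the hepatic T cell classes. Doublets of a T cell and a B cell stay open, as the median depth of these cells was 1.02 times that of the T cell classes. With 16 cells, doublets and a mixture of both cell types cannot be told apart.

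Zbtb16 was at 116 CPM in C3-like thymic cells, a class for which the paper does not discuss this gene. Free RNA in the thymic droplets is argued against by a ratio of 12.0 (8.92 to 16.0) over the other thymic cells. Other technical explanations were not tested. After thinning, 14.1% (9.39% to 19.9%) of C3-like thymic cells had a Zbtb16 UMI. The share was 0.650% in C1-like and 0.811% in cluster 5 thymic cells. Il4 in C3-like thymic cells had a ratio of 35.9 (17.9 to 73.7) over the other thymic cells. A subset of C3-like thymic cells that expresses Zbtb16 is a hypothesis. Whether such cells contribute to the differences between C3-like hepatic and thymic cells was not tested.

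Cd8b1 was at 49.5 CPM in C3-like hepatic cells. Free RNA is argued against by a ratio of 10.5 (8.16 to 13.6) over the other hepatic cells. Whether αβ T cells contribute stays open, because the genes of the T cell receptor were not analysed here.

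Gzma was at 4233 CPM in C1-like thymic cells, where the paper does not discuss it. Free RNA in the thymic droplets is argued against by a ratio of 4.46 (4.35 to 4.58) over the other thymic cells. What else contributes was not tested.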

How the results depend on the processing

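Alternatives that remove the highest Scrublet scores or count cluster 5 as C3-like were chosen only after the data had been seen, and the others were set before the data were examined. No paired analysis was possible because there is 1 library per tissue. A value counts as moved when it leaves its 95% interval for counting error, which is narrow where counts are high. Where the construction of an alternative does not show the cause of a change, the cause was not tested.

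Of the 24 statements on 22 genes, 21 had the highest level in a class that the paper names under each alternative run. The 9 comparisons of pseudotime medians, and the 5 for the liver alone, held under each alternative run for them. Of the 30 genes of Fig. 2d, 30 had the figure's direction under the main setting, 29 with 3000 variable genes or without the highest Scrublet scores, and 25 with cluster 5 counted as C3-like.

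With at least 500 genes per cell, 8519 hepatic and 4524 thymic cells were kept, by construction, and the C3-like share of hepatic cells was 13.9%. That share was 12.1% with 3000 variable genes, 12.2% with the claim genes and naming markers left out, and 12.3% with at most 10% mitochondrial UMIs; the cause was not tested. With 20 principal components, the median log2 ratio of the genes drawn higher in C3-T was -1.21; the cause was not tested.

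Without the highest Scrublet scores, 7515 hepatic and 4193 thymic cells were kept, by construction. The C3-like share of hepatic cells was 12.3%, the median log2 ratio of the genes drawn higher in C3-L was 0.85, the pseudotime difference between C3-like hepatic and thymic cells was 0.00884, and the log2 ratio of Cd24a between C3-like and the mature hepatic classes was 4.78; the cause was not tested. The log2 ratio of Gzmb reversed to -0.54, and to -0.0055 with 3000 variable genes; the cause was not tested.

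Counting cluster 5 as C3-like adds 991 thymic but 67 hepatic cells, so the thymic group changes most by construction. The C3-like share became 27.0% in the thymus and 13.9% in the liver. The median log2 ratio was 1.43 for the genes drawn higher in C3-L and -2.02 for those drawn higher in C3-T. The log2 ratio reversed for Id3 to -0.76, Lef1 to -0.46, Gzma to -0.43, S1pr1 to -1.19 and Thy1 to -0.028. For Cd24a, the log2 ratio was 1.75 for C1-like over C3-like thymic cells and 2.41 for C3-like thymic over C3-like hepatic cells. For Nt5e, it was 3.90 for C3-like over C1-like thymic cells and 0.086 for C3-like thymic over C3-like hepatic cells.

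Among the other log2 ratios between C3-like hepatic and thymic cells, 65 values moved and 446 stayed within counting error over all alternatives. Of the levels of single genes, 460 moved and 4649 stayed. Of the shares of other classes, 33 moved and 133 stayed. Depth limits the ratios of Cldn10 and Cd200, which rest on few UMIs.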

Differences from the paper's values

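No test of a cause is reported here, and the settings chosen only after the values were seen are the limits on genes and mitochondrial UMIs that reach the paper's numbers of cells, and the counting of cluster 5 as C3-like.

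With the paper's filters, 4351 of 4541 thymic barcodes were kept, against the paper's 1790 thymic cells. None of the alternatives set before the data were examined closed the gap, with 4524 at a minimum of 500 genes per cell, 4359 at most 10% mitochondrial UMIs and 4345 without the doublets called by Scrublet. Among limits chosen after seeing the values, a minimum of 1417 genes per cell left 1795 thymic cells but 919 hepatic cells, against the paper's 5835. A maximum of 2.23% mitochondrial UMIs left 1790 thymic and 5522 hepatic cells. For the hepatic cells, 8074 here and 5835 in the paper, a minimum of 1037 genes left 5848 and a maximum of 2.30% mitochondrial UMIs left 5835, with 3719 and 2033 thymic cells.

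C3-like cells made up 4.25% of 4351 thymic cells, against the paper's 9.68% of 1787 thymic cells in its supplementary table. None of the alternatives set before the data were examined closed the gap, with values from 3.95% to 4.84%. Counting cluster 5 as C3-like, chosen after seeing the values, gave 27.0%. Cluster 5, which has no name here, made up 22.8% of the thymic and 0.830% of the hepatic cells, against the paper's 22.7% and 0.33% for C2, and C1-like cells made up 60.2% of the thymic cells, against the paper's 60.5% for C1. Over the alternatives, cluster 5 ran from 18.5% to 25.0% of the thymic cells where it was kept apart, and C1-like cells from 54.3% to 64.0%.

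C5-like cells made up 0.0460% of 4351 thymic cells, against the paper's 0.84% of 1787. None of the alternatives set before the data were examined closed the gap, with values from 0% to 0.0919%.

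C6-like cells made up 3.72% of 4351 thymic cells, against the paper's 5.88% of 1787. Of the alternatives set before the data were examined, a minimum of 500 genes per cell gave 3.93%, still below the paper's value but within 1.5 times of it, and the others gave 3.65% to 3.79%. A difference is listed here when it is over 1.5 times and, for a share of cells, also beyond counting error. In the thymus, C4-, C7- and C8-like cells, at 0.138%, 0.0230% and 0.0689% against the paper's 0.22%, 0.11% and 0.11%, were over 1.5 times below but within counting error. Among the gaps of up to 1.5 times, hepatic cells were C5-like in 35.1% against the paper's 45.8% for C5, with 32.9% to 37.8% over the same alternatives, and C3-like in 13.0% against 9.36% for C3, and there were 12 clusters against 8. The populations differ in all of the thymic shares above, and the names of the classes were rebuilt from marker genes.

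Over the sets of genes below, 24 statements on 22 genes were counted, with Klrb1c and Maf in 2 sets each. The class with the highest level was one that the paper names for 21 of 24 statements. By set, these were 3 of 4 genes for the IFN-γ-producing clusters, 2 of 2 for C7, 5 of 6 receptor genes for C5 and C7, 1 of 1 for C4, 4 of 4 T17 genes, 2 of 3 progenitor genes and 4 of 4 for C8.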

Other observations

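The tests chosen only after the result was seen are those of the activated cells, of handling, of the difference shared by both classes, of Nt5e, of the barcodes added by the lower minimum of genes, and the separate tests for single effector genes; those of C8-like cells and of the share with at least 500 genes per cell were set before.

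C8-like hepatic cells carried myeloid transcripts. Doublets of a T cell and a myeloid cell with like amounts of RNA, as the source of all these cells, are argued against by Cd3e, Cd3d and Cd3g together. These stood at 0.216 of the level in the other hepatic T cell classes, below the proportion set beforehand for doublets. Doublets as a part of these cells, or with most of the RNA from the myeloid cell, stay open, as a pooled proportion cannot exclude them. Free RNA is argued against by Lyz2, Apoe and Cd74, whose lowest ratio over the other hepatic classes was 296. Myeloid cells that passed the sort stay open, since 0.216 lies between the limits set for either outcome. The same small amount of free RNA in every cell as the source of the Cd3 transcripts stays open too, with 49.5% of the cells without such a UMI after thinning against 38.2% under a Poisson distribution of the same mean. A biological explanation was not tested, and myeloid cells, such doublets and γδ T cells with myeloid transcripts cannot be told apart here.

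Effector transcripts were higher in C3-like hepatic than in C3-like thymic cells. For Ccl5 and Ifng, free RNA from other hepatic cells is argued against by proportions of at least 0.662 of their level in those cells, against 0.0446 to 0.159 for genes specific to other clusters. For Gzma and Gzmb, free RNA stays open, as the higher proportion was 0.195. Depth is argued against for Ccl5, Gzma and Ifng, whose lowest log2 ratio after thinning was 1.60, and stays open for Gzmb at 0.17. For Ccl5, Gzma and Ifng, a small group of activated cells as the whole source is argued against by their ratios without that group. The lowest log2 ratio was 1.55, and the group held 50 of the C3-like hepatic cells. For Gzmb this source stays open. Its ratio without the group was 0.49, without an interval, and its full ratio reversed to -0.54 without the highest Scrublet scores.

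Jun, Junb and Hspa1a were higher in C3-like hepatic than in C3-like thymic cells. A candidate explanation is a response to handling shared by the liver library. The median log2 ratio of the 14 immediate-early and heat shock genes was 1.12 in C3-like cells and 1.88 in C6-like cells, where the paper draws no such comparison. Of these genes, 2 are among those of Fig. 2d. Tissue stays open as an untested explanation.

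Of the 23 genes drawn higher in C3-L, 21 were also higher in C6-like hepatic than in C6-like thymic cells. A difference between the libraries shared by every class, whether technical or of the tissue, therefore stays open for this list, and with 1 library per tissue library and tissue cannot be told apart. Between C3-like and C6-like cells, the intervals of the log2 ratios did not overlap for 13 of these genes. The ratio was higher in C3-like cells for 3 of them: Klf2, 1.87 (1.72 to 2.01) against 0.80 (0.68 to 0.93), S1pr1, 0.62 (0.21 to 1.06) against -0.44 (-0.86 to 0.0063), and Thy1, 0.94 (0.70 to 1.19) against 0.0080 (-0.15 to 0.17). It was higher in C6-like cells for 10 of them, Junb, Irf1, Ccl4, Ccl5, Ifng, Gzmb, Tyrobp, Klrd1, Klre1 and Ly6c2, as for Ccl5, 1.68 (1.62 to 1.75) against 6.66 (5.78 to 7.73), and Gzmb, 0.51 (0.32 to 0.70) against 5.19 (4.14 to 6.51).

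C1-like cells and cluster 5 together made up 0.879% of the hepatic cells. With at least 500 genes per cell the share was 0.270%, but the clusters change with this setting, so it does not show which cells the filter removes. With the clusters held fixed and the 445 added hepatic barcodes given the class of most of their 30 nearest kept cells, 8 of them, 1.80% (0.779% to 3.51%), fell in these classes, against 138 of 173 added thymic barcodes. Among kept cells, the same step found 53 of the 71 hepatic cells of these classes, against 3595 of 3611 in the thymus. It may therefore miss such barcodes in the liver. With the 8 barcodes added, the hepatic share was 0.927%, or 1.02% at the upper end of the interval, past the limit of 1% set for this test. Over the alternatives, the hepatic share of cluster 5 alone ran from 0% to 1.13%. The filter on genes per cell as a part of the reason for the near absence of these classes therefore stays open.

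Nt5e in C3-like hepatic cells was 1.37 (1.07 to 1.75) times the level over the other hepatic cells. Free RNA and expression cannot be told apart at this ratio, as the paper's scheme includes mature cells with CD73, which may express Nt5e themselves.

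Among the other marker genes set beforehand, Alb, a hepatocyte gene, was at 1.41 (0.459 to 3.30) CPM in C3-like and 2.12 (1.24 to 3.40) in C5-like hepatic cells. Cdh5, an endothelial gene, was at 14.6 (5.34 to 31.7) in C8-like hepatic cells. Hbb-bs, an erythroid gene, was at 144 (131 to 158) in the thymic cells of cluster 5 and at 26.6 (23.5 to 30.1) in C1-like thymic cells. Of the sex-linked genes, Xist was at 0 (up to 1.04) in C3-like hepatic and 0 (up to 6.14) in C3-like thymic cells, and Ddx3y at 86.8 (77.4 to 97.1) and 123 (96.7 to 155).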
